# TDP-1 and FUST-1 co-inhibit exon inclusion and control fertility together with transcriptional regulation

**DOI:** 10.1093/nar/gkad665

**Published:** 2023-08-17

**Authors:** Morgan Taylor, Olivia Marx, Adam Norris

## Abstract

Gene expression is a multistep process and crosstalk among regulatory layers plays an important role in coordinating gene expression. To identify functionally relevant gene expression coordination, we performed a systematic reverse-genetic interaction screen in *C. elegans*, combining RNA binding protein (RBP) and transcription factor (TF) mutants to generate over 100 RBP;TF double mutants. We identified many unexpected double mutant phenotypes, including two strong genetic interactions between the ALS-related RBPs, *fust-1* and *tdp-1*, and the homeodomain TF *ceh-14*. Losing any one of these genes alone has no effect on the health of the organism. However, *fust-1;ceh-14* and *tdp-1;ceh-14* double mutants both exhibit strong temperature-sensitive fertility defects. Both double mutants exhibit defects in gonad morphology, sperm function, and oocyte function. RNA-Seq analysis of double mutants identifies *ceh-14* as the main controller of transcript levels, while *fust-1* and *tdp-1* control splicing through a shared role in exon inhibition. A skipped exon in the polyglutamine-repeat protein *pqn-41* is aberrantly included in *tdp-1* mutants, and genetically forcing this exon to be skipped in *tdp-1;ceh-14* double mutants rescues their fertility. Together our findings identify a novel shared physiological role for *fust-1* and *tdp-1* in promoting *C. elegans* fertility and a shared molecular role in exon inhibition.

## INTRODUCTION

Eukaryotic gene expression requires coordination across multiple layers of regulatory control, including transcription, RNA processing, and translation. Two major classes of proteins responsible for this gene expression regulation are transcription factors (TFs) and RNA binding proteins (RBPs). Regulatory activities for individual TFs and RBPs have been well described, but less is known about how TFs and RBPs might coordinately control gene expression across multiple regulatory layers. Nevertheless, a growing body of recent evidence demonstrates extensive crosstalk between transcriptional and post-transcriptional factors occurs to regulate gene expression (1–6).

RBPs regulate many aspects of RNA processing including pre-mRNA splicing, mRNA export and localization, and translation (7). RBP dysfunction is especially notable in the nervous system, and RBP mutations have been implicated in multiple neurodegenerative diseases (8–11). For example, the RBPs TDP-43 and FUS are involved in several RNA-related functions, including splicing and RNA transport (12,13). Mutations in either RBP are directly linked to Amyotrophic Lateral Sclerosis (ALS) cause their mislocalization and aggregation in the cytoplasm, leading to progressive degeneration of neurons (14–17). The disease-associated roles of RBPs such as TDP-43 and FUS have been extensively studied, but in many cases the physiological functions for these RBPs outside of disease context remain unresolved. Understanding how RBPs play a role in essential cellular functions and in the context of global gene expression coordination will be key for understanding and treating such diseases.

To identify functionally important TF-RBP gene expression coordination, we set out to systematically test for genetic interactions between TF and RBP mutants. Screens for genetic interactions, in which a phenotype occurs in a double mutant that is not predicted based on the single mutant phenotypes, have a rich history of identifying genes with related activities and/or redundant functions (18,19). In single-celled organisms such as bacteria and yeast, genetic interaction analysis has been carried out at genome-wide scale, revealing hundreds of thousands of synthetic interactions in which a double mutant has a fitness greater than expected (positive interaction) or less than expected (negative interaction) based on the single mutant fitness phenotypes (20,21).

In the nematode *Caenorhabditis elegans*, we recently employed CRISPR/Cas9 to systematically delete evolutionarily-conserved, neuronally-expressed RBPs using homology-guided replacement to insert heterologous GFP fluorescent markers in place of the deleted gene (22,23). These CRISPR/Cas9-generated RBP mutants enabled us to conduct a systematic pairwise genetic interaction screen across neuronal RBPs in *C. elegans*. We identified multiple novel synthetic interactions and revealed previously-unexplored physiological functions for several RBPs. Here, we aimed to apply this technology to investigate coordination of gene expression across regulatory layers, by conducting a pairwise genetic interaction screen between neuronally-enriched RBPs and TFs.

To do so, we generated all possible double-mutant TF-RBP combinations of 10 RBP and 11 TF gene deletion mutants, creating a total of 110 double mutants. We identified unexpected phenotypes in several double mutants, revealing extensive functional interactions between TFs and RBPs. One such synthetic phenotype was reduced fertility in *tdp-1; ceh-14* and *fust-1; ceh-14* double mutants. *tdp-1* and *fust-1* are the *C. elegans* homologs of TDP-43 and FUS, and mutations in both RBPs have been implicated in ALS (9,17,24). Both *tdp-1; ceh-14* and *fust-1; ceh-14* double mutants exhibit reduced egg production, decreased sperm efficacy, and gonad migration defects. As *tdp-1, fust-1*, and *ceh-14* single mutants do not exhibit the same striking fertility phenotype as these double mutants, our findings identify a potential coregulatory role for these genes in gonad and sperm development. We find a shared role of *fust-1* and *tdp-1* in inhibiting exon inclusion, and identify a cassette exon in *pqn-41*, inhibited by *tdp-1*, that contributes to the fertility defects in *tdp-1; ceh-14* double mutants. Our findings thus uncover novel physiological functions for *fust-1* and *tdp-1*, in the specific context of a *ceh-14* mutant background, and shed light on their shared molecular roles.

## MATERIALS AND METHODS

### *C. elegans* strains and maintenance

All *C. elegans* strains were cultured on Nematode Growth Media (NGM) plates seeded with *Escherichia coli*. Strains were maintained at 20°C unless otherwise stated. Some strains were provided by the CGC, which is funded by NIH Office of Research Infrastructure Programs (P40 OD010440), and strains PHX6090 and PHX3345 were generated by SunyBiotech. Double mutant strains were created and confirmed by visualization of GFP markers and by PCR. See Table 1.

**Table 1.** List of strains used in this study

Strain	Genotype	Source	Genetics	Notes
ADN267	mec-8(csb23)	Norris Lab, SMU	deletion with myo-3::GFP marker	Neuronally enriched; mutant phenotypes in touch neurons and phasmid neurons
ADN264	unc-75(csb20)	Norris Lab, SMU	deletion with myo-2::GFP marker	Neuronally enriched; mutant phenotypes in motor neurons
ADN283	fox-1(csb39)	Norris Lab, SMU	deletion with myo-2::GFP marker	Strong expression in specific neuron types
ADN273	exc-7(csb29)	Norris Lab, SMU	deletion with myo-3::GFP marker	Strong expression in specific neuron types
ADN274	mbl-1(csb30)	Norris Lab, SMU	deletion with myo-2::GFP marker	Neuronally enriched; mutant locomotory behavior phenotypes
ADN265	fust-1(csb21)	Norris Lab, SMU	deletion with myo-2::GFP marker	Strongly expressed in nervous system; involved in neuronal defects in other organisms.
ADN282	tdp-1(csb38)	Norris Lab, SMU	deletion with myo-3::GFP marker	Strongly expressed in nervous system; involved in neuronal defects in other organisms.
ADN268	msi-1(csb24)	Norris Lab, SMU	deletion with myo-2::GFP marker	Expressed in specific neuronal cell types; affects gene-expression regulation in specific neuron types.
ADN279	tiar-3(csb35)	Norris Lab, SMU	deletion with myo-3::GFP marker	Aka rnp-9; strong expression in nervous system.
ADN270	hrpf-1(csb26)	Norris Lab, SMU	deletion with myo-2::GFP marker	Strong expression in nervous system.
TB528	ceh-14(ch3)	CGC, University of Minnesota	1277 bp deletion	Strong expression in specific neurons and spermatheca; involved in neuronal specification
OH7160	vtls1;ets-5(tm866)	CGC, University of Minnesota	deletion; vtls1 construct contains a rol phenotype and was removed by backcrossing for the purpose of this study	Strong enrichment in specific neuronal cell types
VC1669	aptf-1(gk794)	CGC, University of Minnesota	655 bp deletion	Strong enrichment in specific neuronal cell types; is required for RIS interneuron function.
VC1605	tab-1(gk753)	CGC, University of Minnesota	820 bp deletion	Strong enrichment in specific neuronal cell types; required for specific behaviors.
PY1598	alr-1(oy42)	CGC, University of Minnesota	deletion	Enrichment in specific neuronal cell types; required for function of touch neurons.
CB1416	unc-86(e1416)	CGC, University of Minnesota	deletion	Enrichment in specific neuronal cell types; required for function of multiple neuronal cell types.
VC369	pag-3(ok488)	CGC, University of Minnesota	1188 bp deletion	Expressed in specific neuronal cell types; required for specific aspects of neurodevelopment.
VC2396	mec-3 (gk1126)	CGC, University of Minnesota	774 bp deletion	Expressed in specific neuronal cell types; required for function of touch neurons.
CB1170	unc-55	CGC, University of Minnesota	unc-slow, tends to coil	Expressed in specific neuronal cell types; required for locomotory behavior.
VC1444	unc-42	CGC, University of Minnesota	1430 bp deletion	Enriched in specific neuronal cell types; is required for the function and development of specific neuron types.
JY359	lim-4	CGC, University of Minnesota	located on X chromosome	Enriched in specific neuronal cell types; required for chemosensory behavior.
EG4883	oxIs318; unc-119(ed3)	CGC, University of Minnesota	oxIs318 [spe-11p::mCherry::histone + unc-119(+)]. Wild type. Dim mCherry expression in hermaphrodite sperm.	
UX993	jnSi12; ezIs2; ltIs37	CGC, University of Minnesota	jnSi12 [peel-1p::htas-1::mCherry::tbb-2 3′UTR + Cbr-unc-119(+)] II. ezIs2 [fkh-6::GFP + unc-119(+)] III	
CB4108	fog-2 (q71)	CGC, University of Minnesota	Male/female strain. XX females and XO males	
OF1406	*fust-1(ixIs281)*	Dong Cao	*fust-1* mCherry expression (94)	
RB2578	pqn-41 (ok3590)	CGC, University of Minnesota	Approximately 700 bp deletion	
AN74 PHX6090	pqn-41 (syb6090)	SunyBiotech	1809 bp deletion of pqn-41 exon 3	
AN28 PHX3345	clec-190 (syb3345)	SunyBiotech	deletion	

### Competitive fitness assays

Pairwise competitive fitness assays were performed as previously described to establish the relative fitness for each single mutant (22). Briefly, four L4 larvae of each genotype were placed together on a seeded NGM plate and incubated for 5 days at 25°C. The fraction of each mutant on the plate after 5 days was calculated to generate a fitness value relative to wild-type fitness for each mutant using the formula *F* = (# mutant/# total)/50%.

To determine double mutant fitness each double mutant was assayed in a pairwise competition assay with the transcription factor mutant used in the cross. Expected fitness was equivalent to the fitness of the RNA binding protein mutant in the cross. To identify double mutants with unexpected fitness, the expected fitness value for each double mutant was subtracted from its observed fitness. Synthetic fitness effects (ϵ) in the double mutants were calculated by *F*_obs_ − *F*_exp_. Our threshold for significance was |ϵ| > 0.4, and all assays were completed in triplicate.

### Larval growth assay

Worms were synchronized by standard bleaching procedure to obtain a population of L1 worms for each genotype (25). Synchronized L1 larvae were then plated onto seeded NGM plates and cultured for 48 h at 20°C. Developmental stages of the worms on each plate were then assessed.

### Fluorescence microscopy

Images were obtained on a Zeiss Axio Imager.Z1 microscope with a 20× objective and DIC settings for white light. Excitation for fluorescence was provided by an X-Cite series 120 Q lamp. Wavelengths for RFP = excitation 592 nm, emission 614 nm, GFP = excitation 488 nm, emission 509 nm. Exposure times were 650 ms (RFP) and 500 ms (GFP). Images were processed using ImageJ.

### DAPI gonad imaging

Worms were collected into microcentrifuge tubes in batches at each larval stage and at day 1 of adulthood. Whole worms were then fixed and stained with 4′,6-diamidino-2-phenylindole (DAPI). Briefly, worms were washed three times with 0.01% Tween–PBS, then frozen in 1 mL of methanol at −20°C for 5 min. Then, methanol was removed and worms rinsed with 1 ml of 0.1% Tween–PBS. 1 μl of 100 ng/ml DAPI was then added to the worms in Tween–PBS, and incubated in the dark at room temperature for 5 min. Tubes were then rinsed with 0.1% Tween-PBS once more. Tubes were centrifuged and all solution removed from worms, then 10 μl of 75% glycerol added. Worms in glycerol were then placed on agar pads on microscope slides for imaging. At least 70 total animals were scored for each genotype, across five independent biological replicates in total. Both posterior and anterior gonad arms were scored, and defects in either resulted in the animal being scored as defective. However, most of the time in double mutants (>90%) either both gonad arms were normal or both were defective.

### Uterine egg retention

Egg retention was measured in hermaphrodites on day 1 of adulthood. Worms were placed in 4°C refrigerator for 5–10 min to slow movement down, then examined under the microscope. Total eggs present in the uterus were counted.

### Lifetime egg-laying and brood size assays

Six L4 worms were placed on a seeded NGM plate and incubated at either 20°C or 25°C. The following day, and every subsequent day until egg production stopped, the six adults were transferred to new seeded plates. The number of progeny on each plate was counted and divided by the total number of adults to determine average egg production per day per worm. Total brood size was quantified as the sum total of eggs produced over lifespan per worm.

### Male mating efficiency

To assay male mating efficiency, four young adult males were paired with four L4 hermaphrodites, and the worms were kept at 20°C for 24 h to allow time for mating to occur. After 24 h, the adults were removed from the plate, and progeny were given another 48 hours to develop. Progeny were then counted, and percent of male-produced cross progeny out of the total progeny were scored. Mutant males with CRISPR deletions express GFP in either the body wall muscle or the pharynx, so this fluorescence was used to identify cross progeny. For wild-type assays, males carrying myo-2::RFP which expresses bright RFP in the pharynx were used to allow scoring of cross progeny.

To measure male mating in the absence of wild-type hermaphrodite sperm, four young adult males were instead paired with four L4 *fog-2 (q71)* hermaphrodites with feminized germlines and a complete lack of sperm. For these assays, mutant males were paired with *fog-2* hermaphrodites until egg production stopped, and adults were transferred to new plates to prevent overcrowding and starvation as breeding continued. After hermaphrodites no longer continued to produce eggs, adults were removed and the total number of progeny was counted. This total was divided by the number of adult hermaphrodites present on the assay (4) to give the average brood size produced per worm. As a control, these assays were simultaneously conducted with wild-type males.

### Paired brood size assay

Four L4 wild-type males were paired with four L4 mutant hermaphrodites on a single plate, and pairs were kept paired for multiple days until egg-laying was complete. Every day, adults were transferred to new plates, and progeny left on each plate was counted to measure the total brood produced. As a control, unpaired brood assays were carried out at the same time.

### RNA sequencing and analysis

Total RNA was extracted from synchronized whole animals at the fourth larval stage (L4, just prior to adulthood) using Tri reagent according to manufacturer's protocol (Sigma Aldrich). Three biological replicates were extracted per genotype. mRNA was purified from each sample using NEBNext® Poly(A) mRNA Magnetic Isolation Module, and cDNA libraries were prepared using NEBNext® Ultra™ II RNA Library Prep Kit for Illumina, following kit protocols. Libraries were sequenced on Illumina HiSeq 2000, paired-end 150 bp reads. At least 87% of reads from each individual sample had *Q* scores of ≥30. Reads were then mapped to the worm genome (versionWBcel235 using STAR version 2.5.3a) (26). Each biological replicate had at least 26 million reads per sample, and the mapping rate to the worm genome was ≥72% for each sample. Gene-specific counts were tabulated for each sample using HTSeq (0.9.1) (27) and statistically-significant differentially expressed transcripts were identified with DESeq2 (1.36.0) (28). The Junction Usage Model (2.0.2) was used to identify differentially spliced isoforms in experimental samples compared to wild type controls and quantify their expression levels by computing the ΔPSI (difference of Percent Spliced Isoform) (29). Alternative 3′ splice site, alternative 5′ splice site, skipped ‘cassette’ exon, and intron retention splicing events were then analyzed to compare ΔPSI in *fust-1; ceh-14* and *tdp-1; ceh-14* with their single mutants to identify splicing dysregulation. Raw fastq files are available at the NCBI SRA (PRJNA862903) and additional data is available via GEO (GSE230025).

### Reverse transcription PCR

Relative abundances of splicing isoforms of *sav-1*, and *pqn-41* were determined by RT-PCR to confirm RNA seq results, using qScript® XLT One-Step RT-PCR Kit. The kit and reagents were used following the kit reaction protocol. Densitometry was performed using non-saturated gel images. ImageJ was used to draw a rectangular ROI around the extent of each band, and an equal-sized background ROI (from a lane with no PCR product) was also obtained. PSI was calculated using the intensity values as follows: 100 × (included band-background)/((included band-background)+(skipped band-background)). Primer sequences used were as follows: *sav-1* F - GACTTCATTCAAGATCTACGG, *sav-1* R - CACTGGGAAGAGTTTGAAGCG, *pqn-41* exon 18 F - ACTACGCCTGCAACAACGTCG, *pqn-41* exon 21 R - AGCTGCTGTTGAACTTGTTGAGC

## RESULTS

### Genetic interaction screen identifies TF-RBP pairs causing synthetic fitness defects

To identify regulatory crosstalk with important functional consequences we performed a genetic interaction screen between TF and RBP mutants in *C. elegans*, focusing on evolutionarily-conserved RBPs and TFs expressed in the nervous system. To facilitate the generation of double mutants, we used existing deletion alleles which can be genotyped by simple PCR, as well as CRISPR/Cas9-mediated deletions in which we inserted a traceable fluorescent maker into the deletion locus, enabling *in vivo* monitoring of the genotype (30) (See methods for list of genotypes used). We generated all possible double-mutant combinations of 10 RBPs and 11 TFs.

To test for genetic interactions, we measured relative fitness using a simple and quantitative competitive fitness assay (22,30). In this assay, equal numbers of stage-matched mutant and wild-type worms are grown together on a single growth plate. The worms are given five days to develop, eat available food, and reproduce for multiple generations (Figure 1A). Then the relative proportions of mutant and wild-type worms are quantified, assigning a value to the fitness of each genotype. A mutant with an identical fitness to wild-type would grow and reproduce at the same rate as wild-type worms, resulting in a population of 50% mutants and 50% wild-type. This would yield a fitness value of 1 (Figure 1A), and increased or decreased fitness would result in values greater than or less than 1, respectively. Competitive fitness assays can identify mutants with a variety of underlying phenotypes, including lethality, developmental defects, reproductive defects, and behavioral defects (21,22).

**Figure 1.**
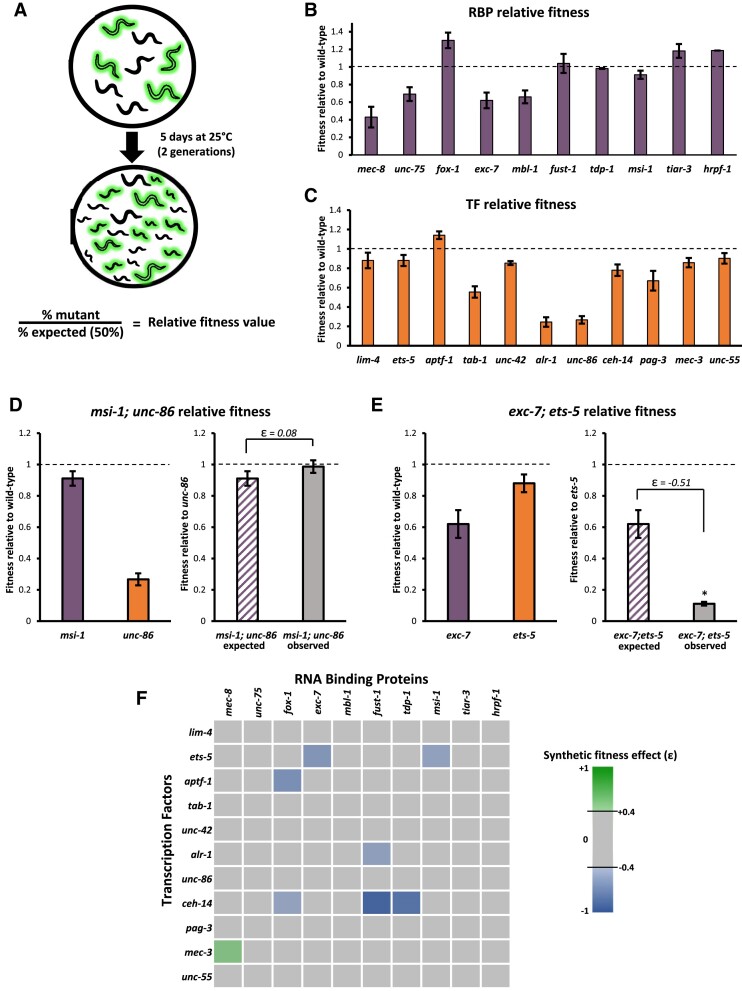
Identifying genetic interactions with competitive fitness assays. (**A**) Schematic for competitive fitness assays. Green worms represent fluorescent mutants, black represents wild-type. (B-C) Relative fitness values for all RNA binding protein mutants (**B**) transcription factor mutants (**C**) used in genetic interaction screen. (D, E) Double mutant relative fitness data for *msi-1; unc-86* (**D**) and *exc-7; ets-5* (**E**), illustrating examples of interactions deemed either non-significant (|ϵ| < 0.4, panel D) or significant (|ϵ| > 0.4 plus a *t*-test with *p* < 0.05, panel E). Single mutants are assayed against wild-type worms and double mutants are assayed against transcription factor single mutants. (**F**) Heat map of 110 RBP; TF double mutants created. Each square represents one double mutant. Blue squares represent synthetic negative effects on fitness (ϵ < 0.4), green represents synthetic positive effect (ϵ > 0.4), and gray squares did not yield strong synthetic fitness effects (−0.4 < ϵ < 0.4)

Each RBP and TF single mutant strain was first assayed against wild-type worms to establish their respective relative fitness values (Figure 1B, C). The fitness values of the 10 RBPs and 11 TFs we assayed range from strong decreases in fitness to mild increases in fitness (Figure 1B, C). Several mutants with known behavioral defects, including *unc-86* and *mec-8* (31,32), have significantly lower fitness than wild-type. We identified a few single mutants with novel fitness phenotypes not predicted by previously-described phenotypes, for example a reduction of fitness in *tab-1* mutants (Figure 1C). We also found that a few mutants, including *aptf-1* and *fox-1*, modestly outperform wild-type worms in our assays and have fitness values greater than 1 (Figure 1B, C).

After establishing baseline fitness values for single mutants, each RBP mutant was crossed to each TF mutant to obtain all possible RBP; TF mutant combinations, yielding a total of 110 RBP; TF double mutants. To systematically identify genetic interactions between the RBPs and TFs, we conducted competitive fitness assays in which each double mutant was competed against one of its constituent single mutants. Assuming no genetic interaction, when an RBP; TF double mutant is competed against its constituent TF mutant, the effect of the TF mutation on fitness should be equal for both the single and the double mutant. Therefore, the measured fitness of the RBP; TF should be equal to the fitness of the constituent RBP mutant when competed against wild type. For example, *msi-1; unc-86* double mutants were competed against *unc-86* mutants, and the expected fitness value was equal to the fitness of *msi-1* single mutants competed against wild type (Figure 1D). In this case, the observed fitness shows no difference from the expected fitness of the double mutant, and is therefore not considered a genetic interaction (Figure 1D).

Any deviation in the observed fitness from the expected fitness value (ϵ = observed – expected) constitutes a synthetic effect on fitness, which is to say, an effect stronger than expected based on additive effects of the two single mutations. Such a result signifies a synthetic genetic interaction. A positive value indicates a positive interaction, while a negative value constitutes a negative interaction. As an example, *exc-7; ets-5* double mutants were competed with *ets-5* single mutants. The expected outcome was for the measured *exc-7; ets-5* double mutant fitness value to be similar to that of *exc-7* competed against wild type, but instead *exc-7; ets-5* double mutants have significantly lower fitness than expected (Figure 1E). We set a conservative threshold of an absolute value of 0.4 or greater change in fitness (|ϵ| > 0.4) to be considered a strong genetic interaction. Most RBP; TF double mutants do not exhibit substantial deviations from their expected fitness value, indicating that most TFs and RBPs do not act synthetically in ways that result in changes in fitness. However, we identified eight RBP; TF double mutants with strong synthetic effects (Figure 1F, Supplementary Figure S1A).

### *aptf-1; fox-1* double mutants cause developmental delay

Performance in the competitive fitness assay depends on the ability of worms to develop, survive, reproduce, and consume food, competing for resources with other worms on the plate. Therefore, some of the underlying phenotypes that could directly impact fitness include changes in the ability to feed, move, develop and reproduce. For each double mutant that generated a significant synthetic fitness effect, where |ϵ| > 0.4, we followed up with multiple assays to determine underlying phenotypes that contributed to a decrease or increase in fitness.

In one interesting case, we found that *apft-1; fox-1* double mutants exhibit a strong negative synthetic fitness effect, where the measured fitness is much lower than expected (Figure 2A). The RBP *fox-1* is a key regulator of *C. elegans* sex determination, while *aptf-1* is a neuronal TF important for sleep behavior (33,34). Both factors are highly conserved, but the loss of either *fox-1* or *aptf-1* in a single mutant did not result in a measurable fitness deficit (Figure 1B, C). In the *aptf-1; fox-1* double mutant, we found moderate but significant reductions in egg-laying rate and pumping rate compared to *aptf-1* and *fox-1* single mutants (Supplementary Figure S1). Upon further investigation, we noticed that *apft-1; fox-1* worms seemed to exhibit slower than normal growth. We measured development time from larval stage L1 to L4 and confirmed that *apft-1; fox-1* double mutants experience a significant delay in developmental timing (Figure 2B, C). 48 h after hatching, when wild-type worms have reached the L4 larval stage, the majority of *apft-1; fox-1* double mutants are still L3 (Figure 2B). These effects are synthetic and not additive, as the constituent single mutants exhibit normal developmental timing. Therefore, although single mutants for *aptf-1* and *fox-1* display fitness equal to or greater than wild type (Figure 1B, C), when simultaneously lost they result in substantial fitness defects due to defects in developmental timing. Together, this implicates a novel role for *fox-1* and *aptf-1* in coordinating larval growth.

**Figure 2.**
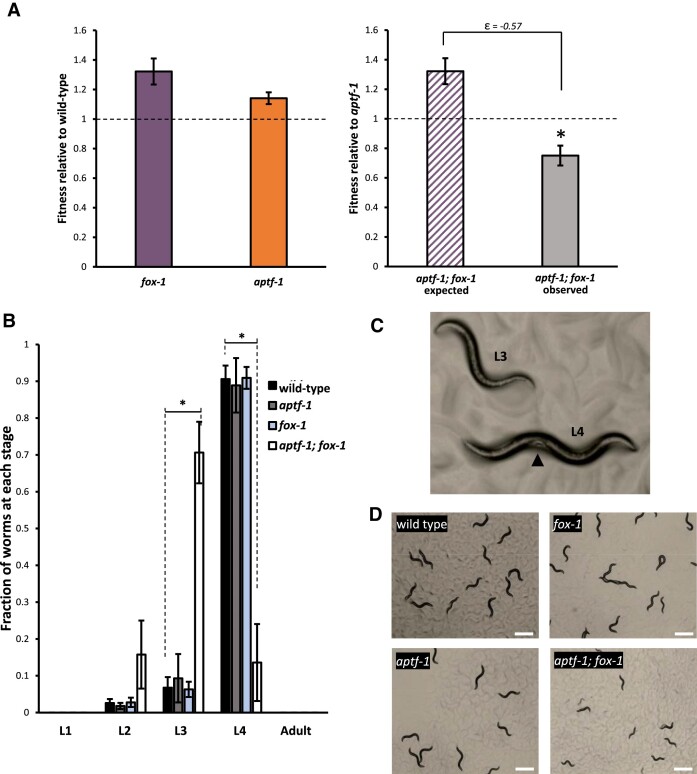
*aptf-1; fox-1* double mutants exhibit developmental delay. (**A**) Relative fitness data shows synthetic negative effect on fitness in *aptf-1; fox-1* double mutants. Asterisk indicates deviation from expected fitness according to our conservative |ϵ| > 0.4 plus *t*-test *P*-value of *P* < 0.05 cutoff threshold. (**B**) Developmental timing delay in *aptf-1; fox-1* double mutants. Larval stages were assessed 48 h after L1 worms were plated, and *aptf-1; fox-1* worms were still at L3 stage while wild-type and single mutant worms had reached L4. Asterisks indicate significant differences between *aptf-1; fox-1* and wild-type, *P*< 0.05 (L3 stage, *t*-test, *P* = 0.00018. L4 stage, *t*-test, *P* = 0.00022). (**C**) Representative images of *aptf-1; fox-1*, single mutants, and wild-type, comparing L3 and L4 worms. Arrow indicates characteristic white patch found in mid-body of L4, which was used to score larval stage. (**D**) Comparison of plates after 48 h at 20°C when assays were scored.

### Reproductive defects in double mutants for TF *ceh-14* and ALS-associated RBPs *fust-1* or *tdp-1*

Two of the strongest negative synthetic effects we identified were between the homeodomain TF *ceh-14* and the RBPs *tdp-1* and *fust-1* (Figures 1F, 3A, B). *tdp-1* and *fust-1* are the *C. elegans* homologs of human TDP-43 and FUS, both implicated in ALS (35,36). TDP-43 and FUS share many structural and functional commonalities and the roles of both RBPs in the context of disease have been well-studied (37–39). In ALS, mutations in TDP43 or FUS cause them to mislocalize and aggregate in the cytoplasm, depleting them from the nucleus and disrupting their function (40–45). However, their roles under non-diseased conditions are less understood.

**Figure 3.**
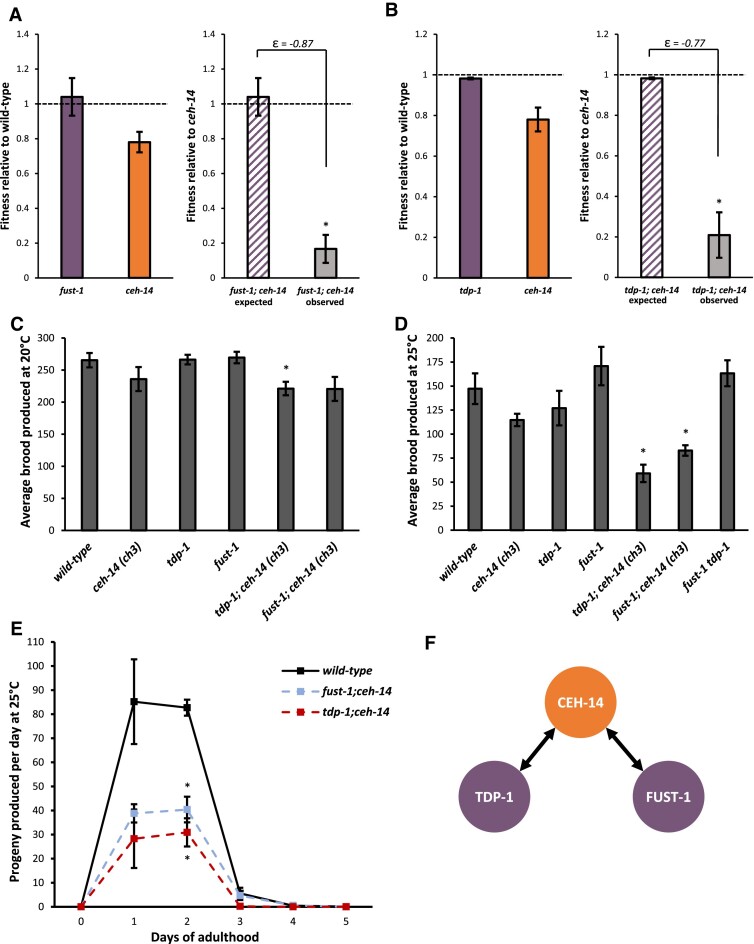
Defects in reproduction cause negative synthetic fitness effects in both *fust-1; ceh-14* and *tdp-1; ceh-14* double mutants. (A, B) Both *fust-1; ceh-14* (**A**) and *tdp-1; ceh-14* (**B**) exhibit strong negative synthetic effects on relative fitness. Asterisks indicate deviation from expected fitness according to our conservative |ϵ| > 0.4 cutoff threshold (C, D) At 20°C, differences in brood size are subtle (**C**), but at 25°C both *fust-1; ceh-14* and *tdp-1; ceh-14* produce significantly smaller brood sizes than wild-type, while *fust-1 tdp-1* double mutants do not exhibit a reproductive defect (**D**). Asterisks indicate significant difference from wild-type, *P*< 0.05, ANOVA. (In C, *P*= 0.022; in D, *P* = 0.0031 and 0.0039 for *fust-1; ceh-14* and *tdp-1; ceh-14*, respectively). (**E**) Progeny were counted every day, and brood sizes for *tdp-1; ceh-14* and *fust-1; ceh-14* are consistently lower than wild-type and single mutants. Asterisk at day 2 indicates egg production of both *fust-1; ceh-14* and *tdp-1; ceh-14* was significantly lower than that of wild-type worms, ANOVA *P*< 0.05. (**F**) *tdp-1* and *fust-1* exhibit negative genetic interactions with *ceh-14*, but not with each other, to affect *C. elegans* brood size.

In contrast with mammals, where loss of function of either TDP-43 or FUS is fatal (46,47), loss of *tdp-1* or *fust-1* in *C. elegans* does not cause a strong phenotype, and indeed our *tdp-1* and *fust-1* mutants have fitness values indistinguishable from wild-type (Figure 1B). This gives us the opportunity to investigate the molecular functions of *tdp-1* and *fust-1*, taking advantage of the *ceh-14* mutant background to uncover essential roles for *tdp-1* and *fust-1* in fitness.

*ceh-14* mutants display a slight decrease in fitness compared to wild-type, but have no strong visible phenotype (Figures 1C, 3A). Only when *tdp-1* or *fust-1* mutations are combined with *ceh-14* mutations does a strong fitness defect occur (Figure 3A, B). One readily discernible commonality between *fust-1; ceh-14* and *tdp-1; ceh-14* double mutants is a reduced progeny count, based on the observation that plates of these strains appear less crowded and take longer to consume all the available food on a plate. We quantified progeny produced per worm at both 20°C and at the mildly stressful temperature 25°C (48–50). While there is a modest decrease in brood size at 20°C, the defect becomes more pronounced at 25°C (Figure 3C–E). We measured progeny produced per day to further characterize the rate of reproduction in double mutants. We found that *tdp-1; ceh-14* and *fust-1; ceh-14* have consistently lower rates of reproduction than wild-type worms, with significantly fewer progeny produced on day 2 of adulthood compared to wild type (Figure 3E). None of the constituent single mutants exhibit this strong defect (Figure 3C, D).

To confirm that the nature of this interaction between *tdp-1* or *fust-1* and *ceh-14* is due to on-target mutations and not background effects, we generated double mutants using alternate alleles (22,51). These new double mutants recapitulated the fertility defect, confirming the synthetic phenotypes in *tdp-1; ceh-14* and *fust-1; ceh-14* are due to on-target TF and RBP mutations (Supplementary Figure S2A).

*tdp-1; ceh-14* and *fust-1; ceh-14* double mutants have fertility defects, but *tdp-1 fust-1* double mutants do not (Figure 3D). Furthermore, triple mutants *fust-1 tdp-1; ceh-14* do not have decreased fertility compared to double mutants *fust-1; ceh-14* or *tdp-1; ceh-14* (Supplementary Figure S2B). Together this indicates that *tdp-1* and *fust-1* genetically interact with *ceh-14*, but not with each other, to coordinately affect reproduction in *C. elegans* (Figure 3F). This suggests that the reproductive defects of both double mutants might stem from a shared underlying dysfunction in which the activity of both *tdp-1* and *fust-1* are required in conjunction with *ceh-14*. One plausible mechanistic scenario would be that both *tdp-1* and *fust-1* regulate a gene at the level of RNA processing, while *ceh-14* regulates a second gene at the level of transcription, and together both gene targets are required for fertility. In sum, we find that *tdp-1* and *fust-1*, whose human counterparts are implicated in shared disease states, also share similar physiological roles in *C. elegans*. This role in promoting fertility is only revealed in the context of the *ceh-14* mutant background.

### *fust-1; ceh-14* and *tdp-1; ceh-14* double mutants cause gonad development defects

A reduction in progeny count could be caused by a number of underlying phenotypes, including a physical inability to push eggs out of the vulva, a defect in gonadogenesis, or deficient gametes. We tested each possibility to determine the underlying causes of the double mutant phenotype. Worms with a mechanical defect in egg-laying retain eggs in the uterus (52,53). We quantified uterine eggs in two-day-old adults and found no significant difference between double mutant and wild-type worms (Supplementary Figure S3A).

We next examined the gonad to see if there were any differences in development, using DAPI (4′,6-diamidino-2-phenylindole) nuclear stain to visualize gonads within whole worms. During normal gonad development the distal tip cell (DTC) guides migration of each of the two symmetrical *C. elegans* gonad arms. The DTC guides the developing gonad out from the ventral midbody, then makes one dorsal turn, followed by a second turn towards the midbody (54,55) (Figure 4A). This migrating tissue receives a signal to stop when the DTC crosses the midbody and reaches the vulva (56,57). The uterine cells undergo a characteristic outgrowth, expanding and setting up the uterus centered around the vulva (58–60).

**Figure 4.**
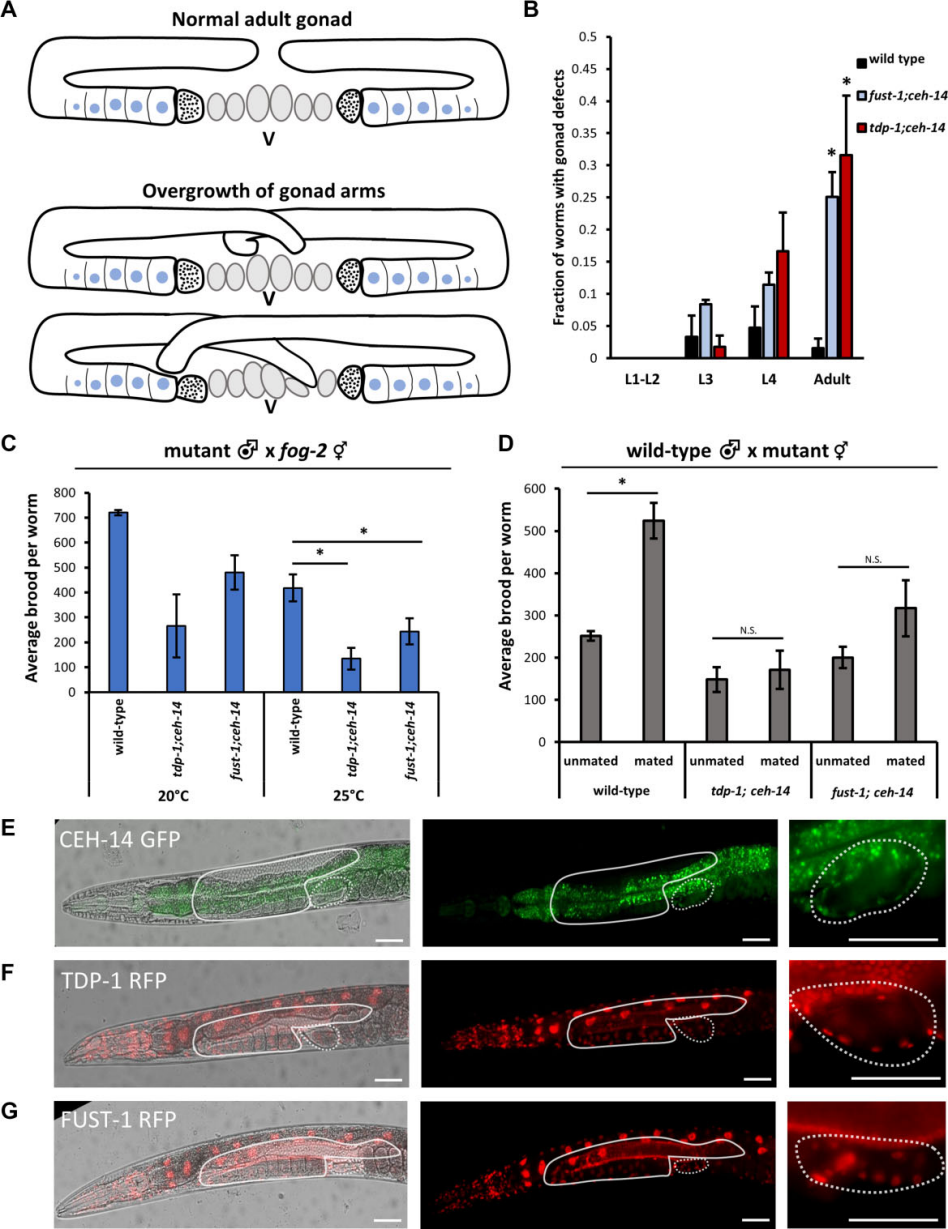
*fust-1; ceh-14* and *tdp-1; ceh-14* exhibit defects in adult hermaphrodite gonad and gametes. (**A**) Schematic of adult gonad in wild type compared to two examples of over-migrated gonad arms. Bottommost graphic illustrates infiltration of distal arms into both the proximal gonad and the uterus. (**B**) Quantification of gonad defects. Double mutants do not differ from wild-type at younger larval stages, but exhibit increased defects at adulthood. Asterisk indicates significant difference from wild-type, *t*-test *P*< 0.05. *n* > 70 animals across 5 independent biological replicates. (**C**) Male mating with *fog-2 (q71)* feminized germline mutants. Double mutant males produced smaller brood sizes than wild type, and differences are significant at 25°C. See also Supplementary Figure S4C. (**D**) Wild-type males were mated with either wild-type or double mutant hermaphrodites. Mating with a male significantly increases brood size for wild type, but does not increase brood size in either *tdp-1; ceh-14* or *fust-1; ceh-14*. Asterisk indicates ANOVA *P*< 0.05 followed by post-hoc *t*-test *P*< 0.05 for individual within-graph comparisons. See also Supplementary Figure S4D. (E–G) Representative images show expression of CEH-14 (**E**), TDP-1 (**F**) and FUST-1 (**G**) in the anterior half of adult hermaphrodites. Solid outline indicates location of gonad, and dotted outline indicates location of spermatheca. Bright green visible through center of worm in (E) is gut autofluorescence. Rightmost panels show spermatheca at higher magnification. CEH-14, TDP-1 and FUST-1 are expressed in the cells making up the bag-like structure of the spermatheca. Scale bar represents 50μm.

In a wild-type adult, there is typically a gap between the DTCs of the anterior and posterior arm, preventing the gonad arms from overlapping and creating ample space for the uterus (Figure 4A). When maintained at 25°C, *fust-1; ceh-14* and *tdp-1; ceh-14* double mutants present a variety of defects in gonad formation, the most common of which is apparent overmigration of the distal gonad tip in about 30% of double mutant adults (Figure 4A, Supplementary Figure S3C). The degree of overmigration varies from slight crossing of the anterior and posterior tips to more severe cases in which an overmigrated tip infiltrates the uterus or the opposite gonad arm (Figure 4A). We found no discernable differences in gonad morphology in larval stage worms, and overgrown distal arms are not observed until adulthood (Figure 4B, Supplementary Figure S3B). This suggests that rather than a dysfunction during larval gonad development, there may be a disruption in stop signaling as the distal tip reaches the vulva. Previous studies have identified similar overmigration defects in *C. elegans* in response to development under stress, including under conditions of changing temperature (61), which could be related to the temperature-sensitive gonad development phenotypes observed in our double mutants.

### *fust-1; ceh-14* and *tdp-1; ceh-14* double mutants cause gamete defects

*C. elegans* hermaphrodites produce both male and female gametes and can reproduce by self-fertilization or by mating with a male. The defects we observed in self-fertilizing hermaphrodites (Figure 3) could thus stem from defects in male gametes, female gametes, or both. To determine the functionality of the male and female gametes, we conducted reciprocal mated brood assays (Supplementary Figure S4). First, we mated mutant males with wild-type hermaphrodites and quantified the proportion of cross-progeny versus self-progeny to determine the efficiency of mutant male sperm. If there are no sperm defects in mutant males, the proportion of cross-progeny produced should be similar to that produced by wild-type males. At 20°C, ∼40% of progeny from wild-type male crosses are cross progeny, and at 25°C the proportion is ∼15% (Supplementary Figure S4A, B). In contrast, the proportion of cross progeny from double mutant males is ∼20% at 20°C and ∼0% at 25°C. These results suggest that *tdp-1; ceh-14* and *fust-1; ceh-14* double mutant male sperm are partially defective.

In the above crosses, double mutant male sperm had to compete with wild-type sperm harbored by the self-fertile hermaphrodite. When wild-type males are crossed to hermaphrodites, male sperm is able to outcompete hermaphrodite self sperm for fertilization of oocytes (62,63). To test whether double-mutant male sperm is fertile in the absence of competition from hermaphrodite sperm, we mated double mutant males with feminized *fog-2 (q71)* hermaphrodites which are unable to generate sperm (64). Therefore, all progeny produced when *fog-2* hermaphrodites mate with males are cross progeny. Similar to the findings from the previous male mating assays (Supplementary Figure S4), we observe a reduction in brood size for double mutant males crossed with feminized hermaphrodites, with the defect more pronounced at 25°C (Figure 4C). These findings indicate that double mutant male sperm is defective even in the absence of competition from wild-type hermaphrodite sperm.

To determine oocyte viability, wild-type males were mated with double mutant hermaphrodites. In self-fertile hermaphrodites, the total number of progeny produced is limited by the number of sperm generated. Therefore, if hermaphrodites are mated with males, the increased availability of sperm from the male will significantly increase the total progeny produced (65). Indeed, we observe that mating with a male more than doubles wild-type brood size (Figure 4D). However, when double mutant hermaphrodites are paired with wild-type males, there is no significant increase in brood size (Figure 4D). Together these data indicate that *fust-1; ceh-14* and *tdp-1; ceh-14* double mutants are defective in both male (sperm) and female (oocyte) gametes.

### Expression of *tdp-1*, *fust-1* and *ceh-14* overlaps in the spermatheca

To visualize where *tdp-1, fust-1* and *ceh-14* are expressed in *C. elegans*, we endogenously tagged each gene using CRISPR/Cas9. *fust-1* and *tdp-1*, both tagged with RFP, exhibit nuclear expression in many tissues, including neurons, muscles, intestine, and the gonad. The expression of *ceh-14*, which we tagged with GFP, is limited to neurons and the spermatheca (Figure 4E). As previously described, we find that it is expressed in a handful of neurons including several in the head and tail (66). Within the gonad, *ceh-14* exhibits nuclear expression specifically in the membrane of the spermatheca, which houses the sperm and initiates ovulation and fertilization of oocytes (67) (Figure 4E). *fust-1* and *tdp-1* are also expressed in the nuclei of these cells (Figure 4F-G). We hypothesize that this overlapping expression in the spermatheca could be a source of their combinatorial effect on reproduction.

To investigate the development and morphology of the spermatheca in *fust-1; ceh-14* and *tdp-1; ceh-14*, we crossed each double mutant with a strain containing a spermatheca GFP reporter. Both spermathecae are present in *fust-1; ceh-14* and *tdp-1; ceh-14* adults, and they appear structurally similar to those of wild-type worms (Supplementary Figure S5). We did not see any defects in the spermathecal-uterine valve or the neck of the spermatheca, both of which are indicative of spermatheca dysfunction (68–70). This suggests that the defect in reproduction observed in our double mutants is not explained by obvious defects in spermatheca development or morphology.

### Distinct transcriptional and post-transcriptional networks in double mutants

To investigate the gene regulatory networks controlled by the three factors, we analyzed the transcriptomes of *tdp-1; ceh-14* and *fust-1; ceh-14* double mutants, as well as the constituent single mutants. 

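*tdp-1* mRNA stood at 93.7 ± 15.3 normalized counts (CPM, scaled to the same library total, mean ± SD, n = 3 libraries per genotype) in wild type. It fell to 14.9 ± 1.75 CPM in *tdp-1* (log2 fold change -2.65, standard error 0.16, adjusted p = 0.00118 from edgeR) and to 18.4 ± 4.26 CPM in *tdp-1; ceh-14* (-2.35, standard error 0.22, adjusted p = 0.00538). Leaving out replicate B of *tdp-1; ceh-14* ended this last call, at -2.30. *fust-1* mRNA stood at 156 ± 13.8 CPM in wild type and fell to 48.3 ± 5.25 CPM in *fust-1; ceh-14* (-1.67, standard error 0.12, adjusted p = 0.00166). In *fust-1* it stood at 41.7 ± 7.92 CPM, a log2 fold change of -1.89 (standard error 0.21, adjusted p = 0.0773, and 0.0363 with the replicate letter as a block). *ceh-14* mRNA stood at 5.54 ± 0.269 CPM in wild type, 1.81 ± 0.330 in *ceh-14*, 1.84 ± 0.171 in *fust-1; ceh-14* and 1.41 ± 0.938 in *tdp-1; ceh-14*, below every wild-type library in all 3 genotypes (two-sided exact permutation test, p = 0.1 for each, the smallest that 3 libraries against 3 allow). The edgeR adjusted p of these 3 differences was 0.0723, 0.0185 and 0.351 in that order. The second passed, at a log2 fold change of -1.57, but did not pass when any library other than replicate A of wild type was left out (-1.49 to -1.64). The blocked adjusted p was 0.00988 in *ceh-14* and 0.000619 in *tdp-1; ceh-14*.

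Poly(A) RNA came from whole animals at the fourth larval stage, just before adulthood, in 6 genotypes with 3 libraries each (replicates A, B and C). The paper calls them biological replicates, and the p-values measure the spread between these 3 libraries. The authors sequenced paired reads of 150 bases, mapped them to WBcel235 with STAR 2.5.3a and tabulated counts per gene with HTSeq 0.9.1. Their counts for 46726 genes were the starting point here. Counts in genes ran from 19556372 to 119814176 per library in wild type (median 33350107), from 40096825 to 92647154 in *ceh-14* (52490446), from 33591733 to 69447549 in *fust-1* (59761550) and from 34336200 to 54171521 in *tdp-1* (52969441). The double mutants had 23861898 to 48779274 (*fust-1; ceh-14*, median 28134639) and 42048942 to 102097723 (*tdp-1; ceh-14*, median 66061056). Each comparison was fitted on its own libraries with edgeR's quasi-likelihood test after edgeR's filter on low counts and TMM scaling. Dysregulated genes had an absolute log2 fold change over 1 and an adjusted p under 0.01, the thresholds in the legend of Fig. 5B, and single genes were called at an adjusted p under 0.05. Of the counts of dysregulated genes in 9 comparisons, DESeq2 moved 9 by over 1.5 times, no filter on low counts 8, the replicate letter as a block 8, all 18 libraries in one fit 7 and the size factors of DESeq2 none.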

At the level of gene expression, double mutants display changes in the expression of hundreds of genes compared to wild-type animals (Figure 5A, Supplementary Figure S6A–C, Supplementary Figure S7A). Such gene expression changes could be the result of (i) losing a single regulatory factor, (ii) additive effects of losing both factors or (iii) synthetic effects of losing both factors. 

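In *tdp-1; ceh-14*, 9 genes fell and 2 rose among 16680 tested. The falls were *col-135*, a cuticle collagen gene (log2 fold change -6.72, standard error 0.34, adjusted p = 0.000309 from edgeR), *K07A1.6* (-6.71), *E02H9.7* (-5.98), *ule-5* (-5.20), *dod-21* (-4.28), *cld-1* (-3.63), *Y62H9A.5* (-3.44), *tdp-1* itself and *D1086.6* (-2.15). *endu-1*, which encodes an endoribonuclease of the U-specific class, rose by 3.73 (standard error 0.30, adjusted p = 0.0026). A pseudogene of 72 exon bases on chromosome X, WBGene00023391, rose from 1 count in all wild-type libraries to 322 counts, a ratio of 255 (95% counting interval 45.4 to 10087). It lies within the exons of a pseudogene on the opposite strand, and the paper's text does not name the strand setting of the counting, so its value is uncertain.

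In *fust-1; ceh-14*, 14 genes fell and 4 rose among 15679 tested. *col-135* (-6.63), *K07A1.6* (-6.11), *E02H9.7* (-7.46), *ule-5* (-4.64), *Y62H9A.5* (-3.29) and *D1086.6* (-2.41) fell here too, and *endu-1* rose by 3.11 (standard error 0.24). Independent lists of these sizes would share 0.00804 falls and 0.000511 rises, and the double mutants shared 6 and 2. Both were compared with the same 3 wild-type libraries, too few to split, so part of the shared rises may come from these controls. For the 6 falls the *fust-1* and *tdp-1* libraries argue against that. Each fall stood higher in every one of them than in any library of either double mutant. *D1086.6* stood at 191 ± 51.0 CPM in *fust-1* and 146 ± 5.76 in *tdp-1*. It was at 34.6 ± 3.71 in *fust-1; ceh-14* and 42.2 ± 8.38 in *tdp-1; ceh-14*. The catalase gene *ctl-1* went from 1303 counts in wild type to 2, a ratio of 383 (95% counting interval 106 to 3168), with a fitted log2 fold change of -8.39 (standard error 0.46, adjusted p = 0.000336). The intervals and floors of counts cover counting error only. *nlp-2*, a neuropeptide gene, rose by 1.91 (standard error 0.19, adjusted p = 0.0083), a call at an adjusted p under 0.05 that leaving out replicate C of wild type (1.93) or replicates B (1.80) or C (1.95) of the double mutant ended.

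Without replicate B or C of wild type or replicate B of *tdp-1; ceh-14*, the 11 genes of *tdp-1; ceh-14* became 2, 2 and 3. *dod-21* (-4.21), *cld-1* (-3.55), *Y62H9A.5* (-3.25) and *D1086.6* (-2.08) did not pass without that last library. The 18 genes of *fust-1; ceh-14* became 9 without replicate B or C of wild type, 8 without its own replicate B and 7 without its replicate C. With the replicate letter as a block, *tdp-1; ceh-14* had 139 dysregulated genes, 73 up and 66 down. DESeq2 called 84 genes in *tdp-1; ceh-14* (41 up and 43 down) and 102 in *fust-1; ceh-14* (38 up and 64 down).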

To distinguish among these possible scenarios, we first compared gene expression changes between single mutants and double mutants. 

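The falls of *col-135*, *K07A1.6* and *D1086.6* were present in *ceh-14* alone, at log2 fold changes of -6.35 (standard error 0.31, adjusted p = 0.000688 from edgeR), -7.31 (standard error 0.31, adjusted p = 0.000445) and -2.36 (standard error 0.13, adjusted p = 0.00103). *E02H9.7* (-5.89, adjusted p = 0.0190), *ule-5* (-4.96, adjusted p = 0.0177) and *Y62H9A.5* (-3.59, adjusted p = 0.0112) fell in *ceh-14* too, over the threshold of 0.01 but under 0.05. These calls ended without replicates B or C of wild type or C of *ceh-14* (*E02H9.7*, -5.71 to -6.53), without replicates B or C of either genotype (*ule-5*, -4.64 to -5.04), and without replicates C of wild type or B of *ceh-14* (*Y62H9A.5*, -3.40 and -3.52). *dod-21* and *cld-1* were at -3.68 (adjusted p = 0.223, and 0.00873 with the replicate letter as a block) and -3.47 (adjusted p = 0.195, and 0.0106 with the block). In *tdp-1*, *col-135* was at -0.12 (adjusted p = 0.819). *D1086.11*, which lies close to *D1086.6* on chromosome V, also fell in *ceh-14* (-2.31), and *endu-1* rose by 3.25 (adjusted p = 0.00541, a call that ended without replicate C of wild type, 3.29). At the threshold of 0.01, *ceh-14* had 4 falls and 2 rises, of which *tdp-1; ceh-14* shared 3 and 2, where independent lists share 0.00222 and 0.000246. In *tdp-1*, 5 genes fell and 4 rose by edgeR, 29 fell and 171 rose with the block, and 56 fell and 268 rose by DESeq2. Of the edgeR calls, the double mutant shared 1 fall, of *tdp-1*, and 2 rises, of *endu-1* and WBGene00023391. All of these were compared with the same 3 wild-type libraries, and part of the sharing may come from these controls. *T03D3.5* fell in *tdp-1* (-7.03, standard error 0.30, adjusted p = 0.000154), from 15.9 ± 1.89 to 0.126 ± 0.0595 CPM, and stood at 17.1 ± 2.21 CPM in *tdp-1; ceh-14*.

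Over the 11 dysregulated genes of *tdp-1; ceh-14*, the log2 fold changes of *ceh-14* accounted for r2 = 0.968 of the variance (slope 0.99, covariance 19.6, 10 genes of the same sign), and those of *tdp-1* for r2 = 0.674 (slope 1.48, covariance 9.08, 9 genes of the same sign). Without *endu-1* and WBGene00023391, a choice made after the genes of the regression were seen, the r2 on *tdp-1* was 0.0392 (slope -0.30) and that on *ceh-14* 0.881 over 9 genes. Genes are not independent replicates. Both comparisons use the same wild-type libraries, and 11 top genes of simulated unchanged groups that share controls gave a mean r2 of 0.616 (0.000194 to 0.989 over 100 simulations, which holds both observed values) and a mean covariance of 0.610 (-0.204 to 3.52). The observed covariances on the simulation's scale were 15.1 for *ceh-14* and 5.87 for *tdp-1*. In the simulated groups a mean of 9.71 genes had the same sign (1 to 11), which holds the observed 10 and 9. With no library on both sides, the effect of losing *ceh-14* in the 2 backgrounds gave r2 = 0.817, and the effect of losing *tdp-1* r2 = 0.190 over 10 genes. These 10 genes, like those of the regression on *tdp-1* above, include *tdp-1* itself (-2.39 against -2.65). Its agreement is fixed by the genotypes, and no r2 was computed without it. Simulated unchanged groups without a shared library gave a mean r2 of 0.391 (6.21e-06 to 0.954, which holds both observed values). Their covariance had a mean of 0.254 (-0.495 to 1.85). The observed covariances were 11.3 for *ceh-14*, above that range, and 0.947 for *tdp-1*, within it, though on edgeR's scale and not the simulation's. The r2 of 0.190 was 0.0105 without replicate A of wild type, 0.0829 without replicate A of *ceh-14*, and 0.119 and 0.368 without replicates A and B of the double mutant. Of the genes called with the replicate letter as a block, 131 had a value in *tdp-1* and gave r2 = 0.226 there, and 129 had a value in *ceh-14* and gave r2 = 0.812. Over all genes tested, r2 was 0.191 on *ceh-14* and 0.0247 on *tdp-1*. Simulated unchanged groups that share controls gave a mean of 0.253 (0.000212 to 0.827). This range holds the observed values on the simulation's scale, 0.182 and 0.0545. *ceh-14* itself had 6 dysregulated genes, which became 3 and 0 without replicates B and C of wild type, 10, 1 and 2 without its replicates A, B and C, and 67 with the block (11 up and 56 down). The 9 of *tdp-1* became 1 and 0 without replicates B and C of wild type, 1, 4 and 1 without its replicates A, B and C, and 200 with the block.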

Linear regressions show that *ceh-14* accounts for the majority of gene expression changes observed in *tdp-1; ceh-14* double mutants (Figure 5B), while *tdp-1* accounts for very few gene expression changes in the double mutant (Figure 5C, Supplementary Table S1). Likewise, *ceh-14* accounts for the majority of gene expression changes observed in *fust-1; ceh-14* mutants (Supplementary Figure S6B).

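*D1086.11* (log2 fold change -2.42), *col-135*, *K07A1.6* and *D1086.6*, the 4 genes that fell in *ceh-14* at the threshold of 0.01, were among the 14 falls of *fust-1; ceh-14*, and both genes that rose in *ceh-14* were among its rises. Independent lists would share 0.00358 falls. Both comparisons use the same 3 wild-type libraries, too few to split, so part of the shared rises may come from these controls. The 4 falls stood higher in every *fust-1* and *tdp-1* library than in any *ceh-14* or *fust-1; ceh-14* library, which argues against that source for them. *D1086.11* was intermediate, at 153 ± 70.0 CPM in *fust-1* and 94.3 ± 1.67 in *tdp-1*. It stood at 264 ± 51.3 CPM in wild type, 52.4 ± 3.05 in *ceh-14* and 48.2 ± 6.62 in *fust-1; ceh-14*, so part of its fall may still come from the controls. The exception on the side of *fust-1* was *ctl-1*, the 1 dysregulated gene of that mutant, with 2 counts against 1303 in wild type, a ratio of 592 (95% counting interval 163 to 4891; fitted log2 fold change -8.98, standard error 0.49, adjusted p = 0.00116 from edgeR). This count of 1 became 0 when any wild-type library or replicate C of *fust-1* was left out and 2 without replicate A of *fust-1*, and DESeq2 called 19 genes. *ctl-1* also had 2 counts in *fust-1; ceh-14*, and it lies on chromosome II, as *fust-1* does. A difference at *ctl-1* carried by the *fust-1* strain cannot be told apart here from an effect of losing *fust-1*. *C14A11.9* fell in *fust-1; ceh-14* (-2.15, standard error 0.17, adjusted p = 0.0029), to 2.56 ± 0.255 CPM, and stood between 9.34 and 12.9 CPM on average in the other 5 genotypes. *ZK813.3* (-1.79) and *ssp-37* (-1.62) fell as well, the latter not without replicates B (-1.64) or C (-1.56) of the double mutant.

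The 18 dysregulated genes of *fust-1; ceh-14* gave r2 = 0.718 on *ceh-14* (slope 0.91, 16 genes of the same sign) and r2 = 0.509 on *fust-1* (slope 0.94, 13 genes of the same sign), and 0.490 and 0.202 without *endu-1* and WBGene00023391. The first became 0.476 and 0.313 without replicates B and C of wild type, and 0.0445 and 0.0549 without replicates B and C of the double mutant, which leave 8 and 7 genes. The second became 0.320 and 0.240 without replicates A and C of wild type and 0.239 without replicate B of the double mutant. Simulated groups without any change gave a mean r2 of 0.577 over 18 top genes (0.004 to 0.985 over 100 simulations, which holds both observed values) and a covariance of 0.540 (-0.157 to 2.53), against observed covariances of 9.56 and 5.22 on the same scale. In them a mean of 15.7 genes had the same sign (4 to 18), which holds the observed 16 and 13. With no library on both sides, r2 was 0.699 for the loss of *ceh-14* (17 genes) and 0.552 for the loss of *fust-1* (16 genes), where simulated unchanged groups gave a mean of 0.328 (0.000164 to 0.931, which holds both). Their covariance had a mean of 0.216 (-0.536 to 1.31). The observed covariances, on edgeR's scale and not the simulation's, were 8.51 and 5.07, both above that range. The second leans on *ctl-1* (-8.38 against -8.98), for which a difference carried by the *fust-1* strain cannot be told apart from an effect of losing *fust-1*. Its genes also include *fust-1* itself (-1.73 against -1.89), whose agreement is fixed by the genotypes. The r2 for *fust-1* became 0.840 and 0.990 without replicates B and C of wild type and 0.971 and 0.998 without replicates B and C of the double mutant.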

**Figure 5.**
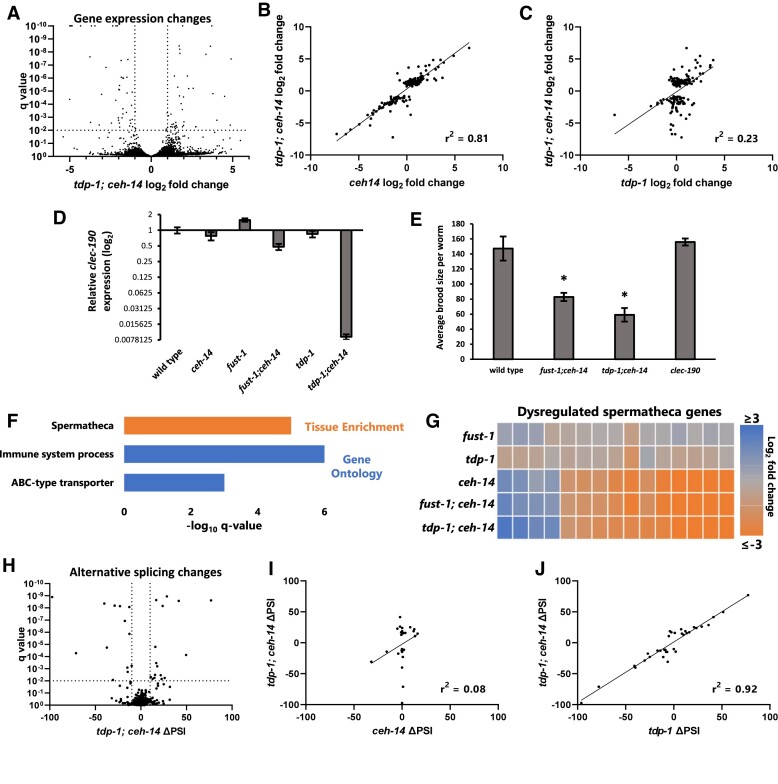
*tdp-1; ceh-14* double mutants exhibit distinct transcriptional and post-transcriptional regulation. (**A**) Gene expression changes of *tdp-1; ceh-14* compared to wild-type. (B, C) Linear regression showing gene expression changes for genes dysregulated (|log_2_fold-change| > 1 and *q* < 0.01) in *tdp-1; ceh-14* mutants, compared to *ceh-14* (**B**) and *tdp-1* (**C**) mutants. *n* = 162 genes passing statistical cutoffs. (**D**) qRT-PCR shows unique downregulation of *clec-190* in *tdp-1; ceh-14* double mutants. (**E**) *clec-190* deletion mutants do not have a fertility defect, *P*> 0.05 ANOVA. (**F**) Significant tissue and gene ontology enrichment in downregulated genes of *tdp-1; ceh-14* double mutants. (**G**) Similar spermatheca gene dysregulation is seen in *fust-1; ceh-14* and *ceh-14* mutants. (**H**) Analysis of splicing changes in *tdp-1; ceh-14* compared to wild-type (change in Percent Spliced In = ΔPSI). (I, J) Linear regression showing splicing events dysregulated in *tdp-1; ceh-14* (|ΔPSI|>10, *q* < 0.01) compared to *ceh-14* (**I**) and *tdp-1* (**J**) mutants. All RNA Seq data (both gene expression and alternative splicing changes) performed in biological triplicate on whole animals at the fourth larval stage (L4).

Since most gene expression changes in the double mutant are accounted for by *ceh-14* regulation, this suggests that very few gene expression changes are regulated in an additive or synthetic manner by *tdp-1* and *ceh-14*. 

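Between *tdp-1; ceh-14* and *ceh-14*, the only gene with an absolute log2 fold change over 1 at an adjusted p under 0.05 was *tdp-1* (log2 fold change -2.39, standard error 0.20, adjusted p = 0.0482 from edgeR, and 0.00583 with the replicate letter as a block). It did not pass when any of the 6 libraries other than replicate C of *tdp-1; ceh-14* was left out (-2.28 to -2.4). No gene was dysregulated at the threshold of 0.01 among 16846 tested, 1532 had an unadjusted p under 0.05, and DESeq2 called 16. Between *fust-1; ceh-14* and *ceh-14* 4 genes fell, *ctl-1* (-8.38), *C14A11.9* (-2.35), *spig-5* (-2.15) and *fust-1* (-1.73), and *wdr-54* rose by 2.66 (standard error 0.18, adjusted p = 0.00683). This count became 0 when any of the 6 libraries was left out. *spig-5* stood at 0.941 ± 0.353 CPM in wild type, 7.67 ± 0.699 in *ceh-14* and 1.75 ± 0.0960 in *fust-1; ceh-14*, and *wdr-54* at 0.688 ± 0.269, 0.754 ± 0.0620 and 4.85 ± 0.310. In *fust-1* alone *spig-5* stood at 1.18 ± 0.243 CPM and *wdr-54* at 6.22 ± 2.68.

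An interaction term asks whether losing both factors differs from the sum of the single losses on the log2 scale. For *tdp-1* and *ceh-14* it passed for 6 genes. *haf-6*, an ABC transporter gene, rose in *tdp-1* (2.13, standard error 0.13, adjusted p = 0.00118) to 38.1 ± 2.14 CPM and stood at 8.74 ± 0.699 CPM in wild type and 8.27 ± 0.535 in *tdp-1; ceh-14* (interaction -2.24, standard error 0.21, adjusted p = 0.00132). *dyf-3*, which acts in sensory cilia, stood at 7.37 ± 0.589 CPM in wild type, 3.79 ± 0.425 in *ceh-14*, 3.87 ± 0.531 in *tdp-1* and 8.54 ± 0.942 in the double mutant (interaction 2.1, standard error 0.25, adjusted p = 0.00674). The others were *T03D3.5* (7.20), *fbxa-192* (1.96), *endu-1* (-3.0) and WBGene00023391 (-6.54). Both *endu-1* and WBGene00023391 rose in most mutants, so their terms may come from the wild-type libraries. A difference private to 1 strain would also give such a term and cannot be told apart here. The count of 6 became 3 without replicates A or C of wild type, C of *ceh-14*, A or B of *tdp-1* or B of the double mutant, and 2 without replicate C of *tdp-1*, and *fbxa-192* was at 1.89 and did not pass without replicate A of *tdp-1*. For *fust-1* and *ceh-14*, *endu-1* (-3.88) and *haf-6* (-2.27) passed. That count of 2 became 5 and 4 without replicates A and C of *fust-1*, 1 without replicates A or B of wild type, and 0 without any other library. From the regressions, the paper proposes that few changes are additive or synthetic between *tdp-1* and *ceh-14*.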

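*clec-190* (WBGene00010953) lies on chromosome IV of WBcel235 from 15124931 to 15126121, and its mRNA was scarce at this stage. The libraries of replicates A, B and C held 45, 12 and 10 counts in wild type, 29, 28 and 131 in *fust-1*, 38, 9 and 44 in *tdp-1*, 9, 21 and 1 in *ceh-14*, 0, 2 and 0 in *fust-1; ceh-14* and 0 in each *tdp-1; ceh-14* library. Normalized, it stood at 0.418 ± 0.0978 CPM in wild type, 1.14 ± 0.877 in *fust-1*, 0.587 ± 0.302 in *tdp-1* and 0.140 ± 0.0999 in *ceh-14*. Summed over 3 libraries, *tdp-1; ceh-14* was 28.2-fold lower than wild type at a floor of 3 counts over the group (0.0139 CPM), which leaves out the counting error of the 67 wild-type counts. *fust-1; ceh-14* was lower by a ratio of 19.7 (95% counting interval 5.25 to 166).

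The fall in *tdp-1; ceh-14* had an adjusted p of 0.0499 (edgeR), 0.000328 with the replicate letter as a block and 4.27e-05 by DESeq2, and did not pass when any 1 of the 6 libraries was left out (fitted log2 fold changes -7.52 to -7.97, which depend on edgeR's prior count). In *fust-1; ceh-14* the adjusted p was 0.154, and 0.0451 by DESeq2. The single mutants had log2 fold changes of -1.41 in *ceh-14* (standard error 0.56, adjusted p = 1.00), 1.47 in *fust-1* (0.56, adjusted p = 1.00) and 0.56 in *tdp-1* (0.45, adjusted p = 0.512). Every *ceh-14* library lay below every wild-type library (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Against *ceh-14*, with 31 counts, *tdp-1; ceh-14* was lower by a ratio of at least 9.04 (lower bound of the 95% counting interval) and *fust-1; ceh-14* by a ratio of 8.23 (95% counting interval 2.09 to 71.0), but edgeR's filter removed the gene from both comparisons, and DESeq2 gave adjusted p = 0.199 and 1.00. The interaction of *tdp-1* and *ceh-14* was -6.74 (standard error 1.41, adjusted p = 0.386, and 0.0138 by DESeq2), and that of *fust-1* and *ceh-14* -4.18 (standard error 1.31, adjusted p = 1.00). The next gene on chromosome IV, *col-135* (15129655 to 15131797), went from 55.3 ± 15.9 CPM in wild type to 0.658 ± 0.131 in *ceh-14*, 0.549 ± 0.0421 in *fust-1; ceh-14* and 0.525 ± 0.0641 in *tdp-1; ceh-14*. *M199.2*, on the other side, was at -0.11 in *tdp-1; ceh-14* (adjusted p = 0.848).

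**Figure D1:**
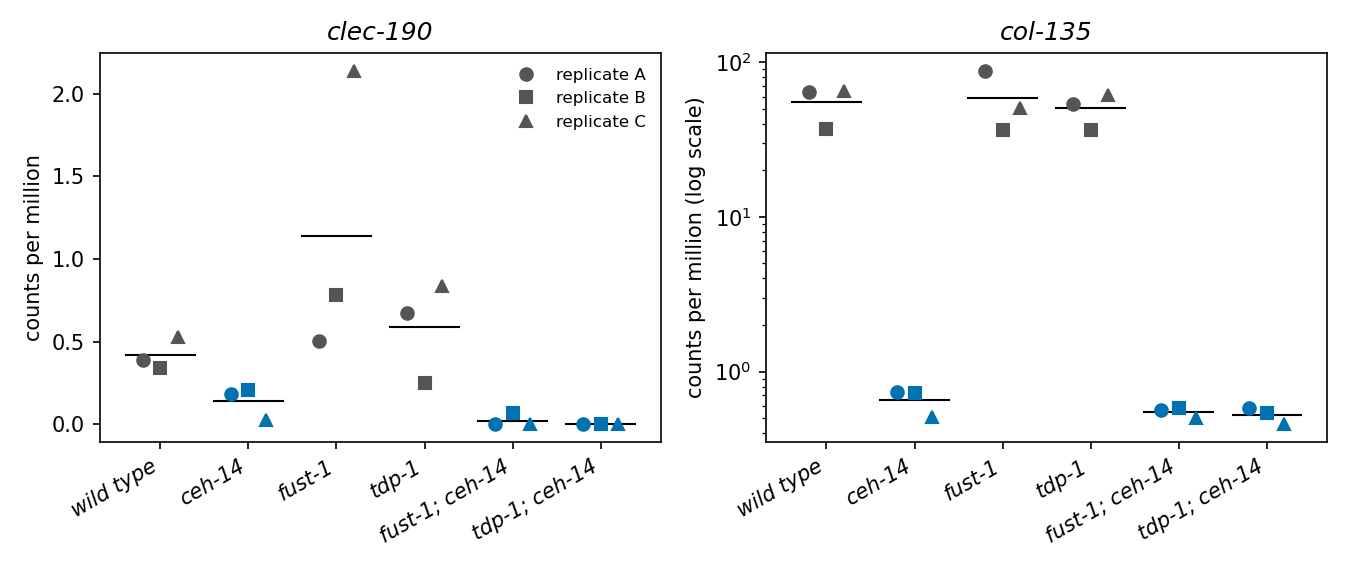
Normalized counts (CPM) of *clec-190* (linear axis) and *col-135* (log axis) in each of 18 libraries, by genotype, with a bar at the mean of the 3 replicates. Points of genotypes that carry the *ceh-14* mutation are blue. *clec-190* is at 0 in all 3 *tdp-1; ceh-14* libraries, and *col-135* is below 1 in every library of the 3 genotypes that carry the *ceh-14* mutation.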

One notable exception is the gene *clec-190*, whose expression is unchanged in single mutants, but strongly downregulated in *tdp-1; ceh-14* and modestly downregulated in *fust-1; ceh-14* mutants (Figure 5D). *clec-190* encodes a C-type lectin-like domain (CTLD) containing protein, a highly diverse protein family that fulfills a wide variety of functions (71). Given the strong synthetic regulation of *clec-190*, we wondered whether loss of *clec-190* expression might contribute to the synthetic double mutant phenotypes. To test this, we generated a *clec-190* null mutant in which the entire coding sequence is deleted, but found that the mutant results in no discernible fertility defects (Figure 5E). Therefore, although *clec-190* represents an interesting example of combinatorial regulation, it does not on its own contribute to the double mutant phenotypes.

To test whether specific functional classes of genes are dysregulated in *tdp-1; ceh-14* double mutants, we performed Gene Ontology and Tissue Enrichment analysis. Upregulated genes have no statistically significant (*q* < 0.01) enrichment categories, but downregulated genes are enriched in a few categories, including genes expressed in the spermatheca (Figure 5F). This is notable given the co-expression of all three factors in the spermatheca (Figure 4E–G) and the central role played by the spermatheca in fertilization. 

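Of the 9 genes that fell in *tdp-1; ceh-14*, none belonged to the 4 lists tested, which held 23 spermatheca genes, 133 C-type lectin genes, 48 genes of the innate immune response and 54 ABC transporter genes, and neither rise did. No member of these lists was among the 18 dysregulated genes of *fust-1; ceh-14* either. Of the ABC transporter genes, *pgp-5* (log2 fold change -2.39, standard error 0.31, adjusted p = 0.0246) and *pgp-6* (-2.61, standard error 0.39, adjusted p = 0.0491) fell in *fust-1; ceh-14* at an adjusted p under 0.05 from edgeR, and 2 when adjusted over the list alone. The first call ended without replicate C of wild type (-2.59) or any library of the double mutant (-2.26 to -2.53), and the second when any library other than replicate A of wild type was left out (-2.09 to -2.87). In *tdp-1; ceh-14* they stood at 8.30 ± 2.23 and 7.39 ± 2.14 CPM, against 32.6 ± 13.5 and 25.4 ± 13.2 CPM in wild type (adjusted p = 0.125 and 0.271, and 9.1e-05 and 8.83e-05 with the replicate letter as a block). Among genes of the innate immune response, *lys-2*, which encodes a lysozyme (-0.93, adjusted p = 0.0103), and the p38 pathway kinase gene *sek-1* (-1.08, adjusted p = 0.0177) fell in *fust-1; ceh-14*, and 8 when adjusted over the list alone. The call of *lys-2* ended without any library of the double mutant (-0.91 to -0.96), and that of *sek-1* when any library other than replicate A of wild type was left out (-1.04 to -1.15). *irg-5* stood at 229 ± 68.3 CPM in wild type and 52.2 ± 28.5 in *tdp-1; ceh-14* (adjusted p = 0.165, and 4.7e-05 with the block).

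A one-sided Fisher's exact test against all genes tested, on lists written before the counts were opened, thus gave 0 enriched lists in either direction in both double mutants, and 0 at an unadjusted p under 0.05. A list without a member among the calls cannot pass this test. With so few calls it says little about enrichment among the more numerous genes that the paper called. With genes called at an adjusted p under 0.05, ABC transporters passed in *fust-1; ceh-14* (*pgp-5* and *pgp-6*, adjusted p = 0.0432). The Gene Ontology and tissue annotations behind Fig. 5F were not used here. With the falls called by DESeq2, or by edgeR with no filter on low counts, 3 lists passed in *tdp-1; ceh-14*: the innate immune response (*irg-5*, *dod-22* and *C17H12.8*, DESeq2 calls giving adjusted p = 0.00154), C-type lectins (*clec-223*, *clec-190* and *clec-67*, adjusted p = 0.0214) and ABC transporters (*pgp-5* and *pgp-6*, adjusted p = 0.0214). The same 3 lists passed with DESeq2 in *fust-1; ceh-14* (innate immune response, 6 members, adjusted p = 1.94e-07). With the replicate letter as a block, a setting for this test chosen after the data were seen, they passed in *tdp-1; ceh-14*, and among the rises the innate immune response passed with *ilys-2* and *ilys-3* (adjusted p = 0.0387). No setting had a spermatheca gene among the calls.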

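Of 23 genes listed here for the spermatheca, 20 had negative and 3 positive log2 fold changes in *tdp-1; ceh-14* (median -0.42). None passed edgeR's test, over all genes or adjusted over the list alone, 0 had an unadjusted p under 0.05, and DESeq2 called 0. *ajm-1* and *dlg-1*, which encode parts of the apical junction, were at -0.63 (standard error 0.34, adjusted p = 0.661) and -0.61 (standard error 0.35, adjusted p = 0.663). The receptor and enzyme genes of calcium signalling *itr-1* and *plc-1*, which act in spermathecal contraction, were at -0.57 and -0.54, and the nuclear receptor gene *nhr-6* at -0.65. *sth-1* was at 0.52 (standard error 0.31, adjusted p = 0.663). In *fust-1; ceh-14*, *ajm-1* was at -0.18, *itr-1* at -0.15 and *nhr-6* at -0.03, with 14 members negative and 9 positive (median -0.03).

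As a group, the list moved down in *tdp-1; ceh-14* by limma's camera test with a preset correlation between genes of 0.01 (adjusted p = 0.000966 over 24 lists), but not without replicate C of that genotype (adjusted p = 0.109), and adjusted p = 0.655 with an estimated correlation. In the same comparison the gonadal sheath (median -0.52, adjusted p = 0.00273), oocyte and eggshell genes (-0.35, 0.00107) and the germline (-0.19, 0.007) moved down and spermatogenesis (0.53, 8.59e-09) and major sperm proteins (0.45, 0.00113) up, each also at adjusted p = 0.655 with an estimated correlation. The calls of oocyte (0.0862), germline (0.224) and sperm proteins (0.074) ended without replicate C of that genotype, and that of the germline without replicate A of wild type (0.0619). The spermatheca list did not pass in *fust-1; ceh-14* (adjusted p = 0.977).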

We examined all spermatheca-annotated genes with dysregulated expression in *tdp-1; ceh-14* and found that most are downregulated in the double mutant, and that *fust-1; ceh-14* double mutants have similar patterns of dysregulated gene expression (Figure 5G, Supplementary Figure S7B). Moreover, we found that *ceh-14*, but not *fust-1* or *tdp-1*, is the main driver of these changes, as *ceh-14* mutants display similar gene expression patterns to the double mutants (Figure 5G). Together these data indicate that *ceh-14* is necessary for stimulating the expression of a network of genes in the spermatheca, and motivate future work to determine whether these genes play a role in the double mutant fertility phenotypes.

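The same list in *ceh-14* had 13 positive and 10 negative members (median 0.03), with *fkh-6* at 0.33 (standard error 0.20), *sth-1* at -0.39 (standard error 0.28) and *nhr-6* at -0.27 (standard error 0.31), each at an adjusted p of 1.00 from edgeR. In *fust-1*, 21 of the 23 were negative (median -0.21), with *inx-13* at -0.60 (standard error 0.27, adjusted p = 1.00) and *fkh-6* at -0.47. In *tdp-1*, 21 were positive (median 0.17), among them *nhr-6* at 0.54 (standard error 0.28, adjusted p = 0.333) and *dlg-1* at 0.47 (standard error 0.15, adjusted p = 0.174). No member passed edgeR's test in any single mutant, also not when adjusted over the list alone, 2 had an unadjusted p under 0.05 in *tdp-1* and 0 in *ceh-14* and *fust-1*, and DESeq2 called 0.

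Camera's adjusted p was 0.315 in *ceh-14*, 0.0688 in *tdp-1* and 0.00271 downward in *fust-1*, where it was 0.195 without replicate A of wild type and 0.970 without replicate C of *fust-1*. With an estimated correlation, the adjusted p was 0.934 in *ceh-14*, 0.783 in *tdp-1* and 0.972 in *fust-1*.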

Analysis of alternative splicing reveals a contrasting regulatory landscape to that of gene expression. *tdp-1* accounts for the majority of splicing changes observed in *tdp-1; ceh-14* mutants, while *ceh-14* accounts for very few splicing changes (Figure 5H–J, Supplementary Table S2). Likewise, *fust-1* is largely responsible for the splicing changes observed in *fust-1; ceh-14* mutants (Supplementary Figure S6B). As with gene expression, we observe very little additive or synthetic regulation of alternative splicing. We also observe very little overlap between genes with altered splicing regulation and genes with altered expression levels in the double mutants (Supplementary Figure S6B). Together, these data indicate that dysregulated genes in double mutants are either regulated transcriptionally by *ceh-14* or post-transcriptionally by *fust-1* and/or *tdp-1*.

### *tdp-1* and *fust-1* co-inhibit exon inclusion

Loss of *tdp-1 or fust-1* results in many types of dysregulated splicing, including 5′ and 3′ splice site selection, intron retention, and alternative exon skipping versus inclusion (‘cassette exons’) (Figure 6A). One notable pattern we observed is that the effect of *tdp-1* or *fust-1* mutation on cassette exons is almost exclusively an increase in exon inclusion (Figure 6B). This is in contrast with many other RNA binding proteins, which both stimulate and inhibit exon inclusion, in a context-specific manner (72). Therefore, we conclude that *tdp-1* and *fust-1* function specifically to inhibit exon inclusion. We next asked whether *tdp-1* and *fust-1* inhibit expression of overlapping or distinct alternative exons. Strikingly, we found that half of *fust-1*-regulated cassette exons are also regulated by *tdp-1* (Figure 6C), and that the direction of splicing change is always concordant, with increased exon inclusion in both mutants. An example of an exon repressed by both factors is in the gene *sav-1*, which harbors an unannotated cassette exon. In wild-type or *ceh-14* mutants, this exon is predominantly skipped, but in either *fust-1* or *tdp-1* mutants, the exon becomes predominantly included (Figure 6D, E). In *fust-1 tdp-1* double mutants, the exon is included at levels similar to either single mutant (Figure 6E), suggesting that *tdp-1* and *fust-1* do not act synthetically, but rather are both simultaneously required to repress *sav-1* exon inclusion.

**Figure 6.**
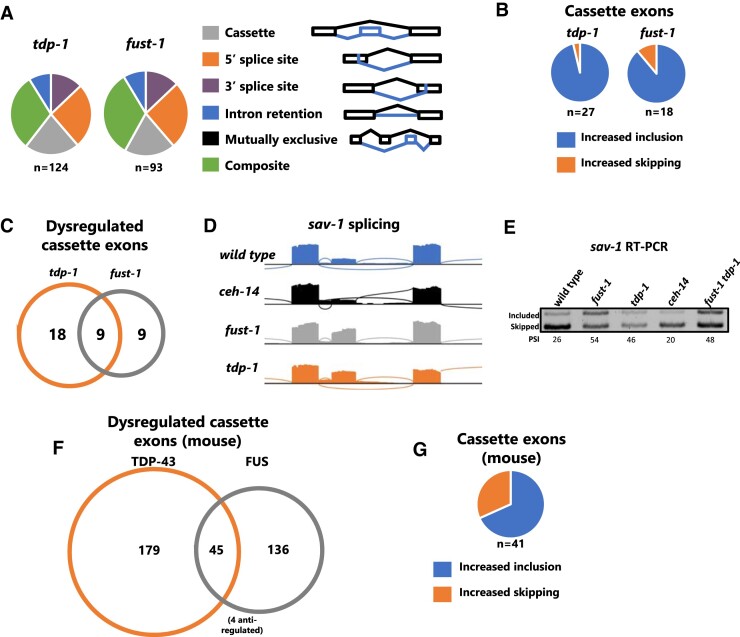
*tdp-1* and *fust-1* inhibit exon inclusion. (**A**) Splicing dysregulation in *tdp-1* and *fust-1* mutants (|ΔPSI| > 10, *q* < 0.01). (**B**) For cassette exons dysregulated in either single mutant (|ΔPSI| > 10, *q* < 0.01), increased exon inclusion in the mutant is much more common than increased skipping. (**C**) Overlap of cassette exon dysregulation between *tdp-1* and *fust-1* mutants (|ΔPSI| > 10, *q* < 0.01). (D, E) Increase of inclusion of *sav-1* cassette exon in both *tdp-1* and *fust-1* mutants. (**E**) RT PCR confirms increased exon inclusion in *tdp-1*, *fust-1* and *fust-1 tdp-1* mutants (representative gel image). PSI is reported for the single displayed replicate. Mean ±(SEM) for two independent replicates are 30.0[3.6], 58.4[4.5], 47.7[1.8], 24.3[4.7], 50.8[3.1]. (**F**) Overlap of cassette exon dysregulation after FUS and TDP-43 knock down in mouse brain. Anti-regulated splicing events are dysregulated in both knockdowns, but in opposite directions. (**G**) Increased exon inclusion in majority of cases of co-regulation by both FUS and TDP-43. Note that the four anti-regulated exons displayed in 6F are not considered here.

Given the striking concordance of inhibition of exon inclusion by *fust-1* and *tdp-1*, we next asked whether such activity is an evolutionarily-conserved attribute of the two RBPs. This would be of particular interest given both factors’ prominent links to the human neuronal disorders ALS and FTD (73). To this end we re-analyzed data in which either of the mouse homologues (FUS or TDP-43) was knocked down in mouse brains and splicing analyzed by microarray (45). Focusing on cassette exons, we found a substantial overlap between the regulatory activity of FUS and TDP-43 (Figure 6F). As in our *C. elegans* experiments, exons co-regulated by both FUS and TDP-43 in mouse brain tend to be inhibited by both factors (68.3% have increased inclusion in both knockdowns, Figure 6G). Thus, *tdp-1/TDP43* and *fust-1/FUS* have a propensity to coordinately inhibit exon inclusion both in *C. elegans* and in mouse brain.

### Aberrant exon inclusion of *pqn-41* contributes to fertility defects

One intriguing example in which *C. elegans tdp-1* (but not *fust-1*) inhibits exon inclusion is found in *pqn-41*, a gene encoding a polyglutamine-containing protein. This gene harbors an alternative exon which in wild-type conditions is primarily skipped, but in *tdp-1* mutants is primarily included (Figure 7A–C). This *pqn-41* exon is the most strongly dysregulated exon in *tdp-1; ceh-14* mutants (Δ exon inclusion = 41%, Figure 7A). *pqn-41* was previously shown to be important for proper developmental cell death of the linker cell in the gonad of male *C. elegans* (74), which prompted us to ask whether *pqn-41* might contribute to the gonad development or fertility defects observed in *tdp-1; ceh-14* mutant hermaphrodites. We obtained a potentially null deletion allele, *pqn-41(ok3590)* (75), and tested fertility. We found that brood sizes of *pqn-41* mutants are significantly lower than wild-type worms, and that these fertility defects are particularly pronounced at higher temperatures (Figure 7D). Therefore, loss-of-function *pqn-41* mutants have similar temperature-sensitive fertility defects to *tdp-1; ceh-14*.

**Figure 7.**
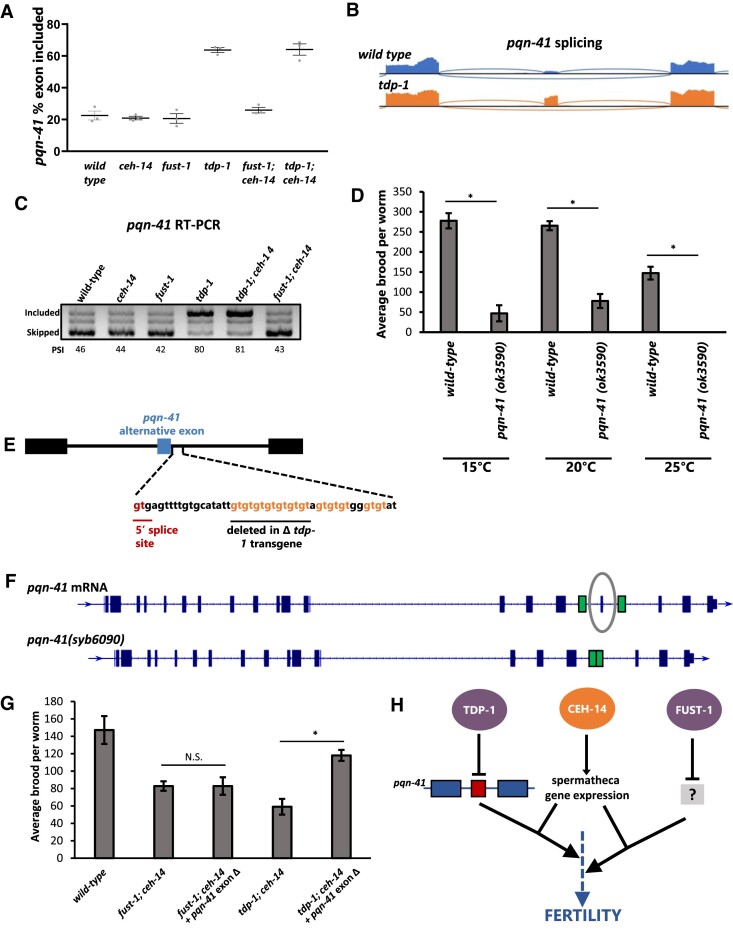
*tdp-1* inhibition of *pqn-41* alternative exon splicing contributes to fertility. (**A**–**C**) Increased inclusion of *pqn-41* cassette exon in *tdp-1* and *tdp-1; ceh-14* mutants. In C, PSI values are displayed for the individual replicate shown (representative gel image). Mean [±SEM] values from four independent replicates are: 42.9[10.4], 43.2[8.7], 40.2[9.4], 74.1[10.1], 74.2[10.2], 40.9[8.1]. (**D**) Reduced fertility in *pqn-41 (ok3590)* deletion mutants. Asterisks indicate significant difference from wild-type, *t*-test *P*< 0.05. (**E**) DNA sequence of the intron immediately downstream of the *pqn-41* alternative exon, showing the 7X GT repeat, followed by 5 additional repeats downstream. The region deleted to generate the *Δ tdp-1 cis* element version of the transgene is underlined. (**F**) mRNA sequence of *pqn-41*, with alternative exon circled. CRISPR/Cas9 was used to delete the exon with surrounding introns, and flanking exons (shown in green) were fused (95). (**G**) Deletion of *pqn-41* exon rescues brood size in *tdp-1; ceh-14* double mutants. Asterisk indicates significant difference from *tdp-1; ceh-14* brood size t-test, *p*< 0.05. **(H)** Molecular model of TDP-1 – CEH-14 and FUST-1–CEH-14 interactions affecting *C. elegans* fertility.

We next examined mechanisms by which TDP-1 might inhibit *pqn-41* exon inclusion. Both *C. elegans* and mammalian TDP43/TDP-1 bind GU repeats *in vitro* with an affinity that increases in proportion to the number of repeats (76,77). We examined the introns and exons flanking the *pqn-41* exon for the presence of GU repeats and found one such element, located immediately downstream of the 5′ splice site of the alternative exon, consisting of seven consecutive GU repeats followed by an additional GU-rich region (Figure 7E, Supplementary Figure S7C). This potential *cis* element shares commonalities with a recently-described mechanism in which mammalian TDP43 inhibits inclusion of an exon in the *STMN2* gene by binding to GU repeats immediately adjacent to the 3′ splice site (78). To test this mechanism *in vivo*, we generated a two-color fluorescent splicing reporter (79–82) for the *pqn-41* alternative exon (Supplementary Figure S7D). When expressed in the spermatheca, we observe nearly 100% exon skipping, but a splicing reporter lacking the GU repeats results in increased exon inclusion (Supplementary Figure S7E-F). Similar *cis* elements have been implicated in the activity of human *TDP43*, and we likewise find such elements in the flanking introns of the top TDP-1-regulated exon skipping events in worms (Supplementary Figure S7G).

To test whether *tdp-*1′s role in double-mutant fertility is mediated by *pqn-41* exon skipping, we next generated a *pqn-41* mutant using CRISPR/Cas9 in which the alternative exon is removed and the flanking exons are precisely fused together, thereby forcing expression of the exon skipped version (Figure 7F). We then crossed this *pqn-41* exon-deletion mutant into a *tdp-1; ceh-14* background, thus restoring *pqn-41* to the isoform most abundant under wild-type conditions (exon skipped). Remarkably, these triple mutants (*tdp-1; pqn-41[exon-skipped]; ceh-14*) exhibit a strong rescue (increase of brood size) at 25°C compared to *tdp-1; ceh-14* double mutants (Figure 7G). This suggests that aberrant *pqn-41* exon inclusion plays a major role in the fertility defects observed in *tdp-1; ceh-14* double mutants.

In contrast with *tdp-1; ceh-14* double mutants, *fust-1; ceh-14* double mutants do not exhibit *pqn-41* splicing defects. Likewise, crossing the *pqn-41[exon-skipped]* into the *fust-1; ceh-14* double mutant does not cause an increase in brood size (Figure 7G), suggesting that the rescue of *tdp-1; ceh-14* by *pqn-41[exon-skipped]* is mechanistically linked to the mis-splicing of *pqn-41* caused by *tdp-1* loss of function. Together these results highlight a new role for the polyglutamine gene *pqn-41* in fertility, and indicate that *pqn-41* mis-splicing is a major cause of the fertility defects observed in *tdp-1; ceh-14* double mutants.

In sum, using a systematic combinatorial genetic interaction screen, we found that two RBPs, *fust-1* and *tdp-1*, are both required in the context of a *ceh-14* mutant background to maintain fitness and fertility in *C. elegans*. These two RBPs have both been implicated in ALS and FTD in humans, and we now identify a common physiological role for both RBPs in *C. elegans*. Both RBPs have overlapping roles in inhibiting exon inclusion, pointing to shared molecular activities, and a potential molecular basis for the physiological roles for the two RBPs described here. Failure to inhibit exon inclusion in the *pqn-41* gene is a major cause of the fertility defects in *tdp-1; ceh-14* double mutants, thus providing a mechanistic link between the molecular activity of the TDP-1 RBP and the fertility phenotype observed in *tdp-1; ceh-14* double mutants (Figure 7H).

## DISCUSSION

### Novel genetic interactions across gene regulatory layers

We took a systematic genetic interaction approach to identify cross-regulatory genetic interactions in which a TF and RBP are combinatorially required for phenotypes affecting organismal fitness. This screen revealed a number of TF-RBP pairs required for phenotypes including fitness, development, and fertility. The strongest of these genetic interactions involves the homeodomain TF *ceh-14* and either of the ALS-associated RBPs *tdp-1* or *fust-1*.

Extensive mechanistic coupling between transcription and splicing has been observed (6), suggesting that TF-RBP genetic interactions could arise from, for example, TF-RBP coordination of specific splicing events. However, for this specific genetic interaction our transcriptome analysis reveals largely non-overlapping regulatory networks, in which *ceh-14* regulates transcription, and *tdp-1/fust-1* regulate splicing, with few genes additively or synthetically regulated, and few genes with alterations in both splicing and transcription. Therefore, it seems likely that the synthetic fertility phenotypes result from the combination of distinct gene dysregulation events.

We identify one such dysregulation in the alternatively-spliced exon in *pqn-41*. Mis-splicing of this exon is a major contributor to the phenotype, as restoring exon skipping rescues fertility defects of *tdp-1; ceh-14* double mutants. Aberrant splicing of this exon in isolation does not cause fertility defects, as *tdp-1* single mutants mis-splice *pqn-41* at the same levels as *tdp-1; ceh-14* mutants, but do not have fertility defects. The data therefore suggest that mis-splicing of *pqn-41*, in combination with altered expression of one or more *ceh-14* target genes, results in fertility defects (Figure 7H). A number of genes with spermatheca expression dependent on *ceh-14* (Figure 5G) represent promising candidates.

These results highlight the utility of the systematic reverse-genetic interaction approach both for understanding relationships between regulatory factors and for understanding the roles of individual factors whose regulatory roles are only apparent when redundant or compensatory pathways are simultaneously perturbed (18). In this case, a shared molecular and physiological role for *tdp-1* and *fust-1* is revealed by their shared genetic interaction profile. Future studies characterizing additional genetic interactions identified here may shed light on novel physiological roles for additional RBPs and TFs.

### *fust-1* and *tdp-1* interact with *ceh-14* to affect *C. elegans* fertility

The hermaphrodite spermatheca is a key site of overlapping expression for *tdp-1*, *fust-1*, and *ceh-14*, and double mutants have reduced sperm efficiency. Signaling from somatic gonad cells such as spermathecal cells is required for germline development and function, as ablation of specific spermatheca cells results in defective germ cell function, and even sterility (83). We hypothesize that faulty signaling between spermathecal cells and germ cells might explain the defects in fertility and gonad development observed in our double mutants. The double-mutant fertility phenotype is particularly pronounced at 25°C, which is a mildly stressful temperature for wild-type worms, causing modest defects in fertility and gonad development (25,50,61). Temperatures higher than 25°C result in damage to sperm and strong fertility defects (84,85). We speculate that *tdp-1; ceh-14* and *fust-1; ceh-14* double mutants are deficient in their heat stress responses (48,49), and are therefore unable to maintain normal homeostasis under mild heat stress. Therefore, temperatures that cause mild fertility defects in wild-type animals result in strong defects in double mutants.

How might *pqn-41* splicing contribute to this temperature-specific fertility defect? The PQN-41 protein is abundant with glutamines, and contains a particularly polyglutamine-rich domain at the C-terminus (74). This domain begins immediately downstream of the alternative exon (Supplementary Figure S7H). We hypothesize that, like other polyglutamine proteins such as the Huntington protein, PQN-41 is subject to pathogenic aggregation (86). If the exon-included isoform of PQN-41 is particularly prone to aggregation, and if stressful conditions such as higher temperatures further increase the likelihood of aggregation, this could lead to temperature-sensitive defects. Indeed, there is evidence that PQN-41 forms aggregates *in vivo* (74), but a full mechanistic test of this hypothesis awaits further investigation. It will be interesting in future studies to investigate whether there is a related prion-like polyQ protein underlying the similar fertility defects of *fust-1; ceh-14* double mutants.

### *fust-1* and *tdp-1* co-inhibit exon inclusion

Identification of shared phenotypes between *tdp-1; ceh-14* and *fust-1; ceh-14* double mutants led to the observation that *tdp-1* and *fust-1* also have shared effects on the transcriptome. Most notably, they both act to inhibit inclusion of alternatively-spliced cassette exons, including many inhibited by both RBPs. *fust-1* and *tdp-1* do not appear to act redundantly, as *fust-1 tdp-1* double mutants do not result in increased exon inclusion compared to either of the single mutants. Rather, *fust-1* and *tdp-1* are both simultaneously required for inhibition of these exons. One plausible explanation for this finding is that both RBPs bind together to specific pre-mRNAs where they act in concert to prevent aberrant exon inclusion.

The activity of *C. elegans tdp-1* and *fust-1* in inhibiting exon inclusion is also a shared feature of mammalian TDP-43 and FUS. We find that knockdown of TDP-43 or FUS in mouse brain (45) results in aberrant exon inclusion, and that many of these exons are co-inhibited by both TDP-43 and FUS. This is interesting in light of recent findings suggesting a pathologically-relevant role for TDP-43 in inhibiting cryptic exons. Exons are sometimes classified as cryptic if they exhibit low inclusion levels, lack of evolutionary conservation, and/or propensity to disrupt the function of the gene they reside in (87,88). TDP-43 has been identified as an inhibitor of cryptic exons (87,88), and recent evidence implicates aberrant inclusion of two different cryptic exons in the genes *STMN2* and *UNC13A* as potential causative mechanisms underlying TDP-43 pathology in ALS (89–92).

Our findings are consistent with a role for *tpd-1*/*TDP-43* in inhibiting aberrant exon inclusion, and we extend this observation to also include a role for *fust-1*/*FUS* in inhibiting exon inclusion. This leads us to speculate whether FUS-related pathogenesis might also be mechanistically linked to inappropriate inclusion of exons inhibited by FUS. Previous work on mammalian TDP-43 and FUS has concluded that the two RBPs share many common RNA targets, but also have considerable non-overlapping regulatory functions (45,93). We focused here on the regulation of cassette exons, and found substantial overlap between the RBPs in inhibiting exon inclusion. It will therefore be interesting to ask whether aberrant exon inclusion underlies FUS-mediated pathology in an analogous way to that of TDP-43-mediated pathology.

Many of the exons identified as targets of *tdp-1* and/or *fust-1* in *C. elegans* have attributes of cryptic exons as well. For example, the alternative exons in *sav-1* and *pqn-41* are expressed at low levels in wild-type (Figures 6D, 7B), and in the case of *sav-1* the exon is unannotated. In the case of *pqn-41*, failure of *tdp-1* to inhibit exon inclusion leads to detrimental phenotypes (fitness and fertility defects). This is an interesting parallel to the pathogenic consequences of TDP-43 failing to inhibit cryptic exon inclusion in the *STMN2* or *UNC13A* genes, and suggests that inhibition of aberrant exon inclusion may be an evolutionarily-conserved feature of *tdp-1/TDP-43* and *fust-1/FUS*.

## Supplementary Material

gkad665_Supplemental_Files

## Data Availability

The data underlying this article are available in GEO at https://www.ncbi.nlm.nih.gov/geo/, and can be accessed with identifier GSE230025.

# Supplementary material for: TDP-1 and FUST-1 co-inhibit exon inclusion and control fertility together with transcriptional regulation
**Source:** Nucleic Acids Res. 2023 Aug 17;51(18):9610–28. doi: 10.1093/nar/gkad665
**Supplement:** gkad665_Supplemental_Files

SUPPLEMENTAL FIGURES

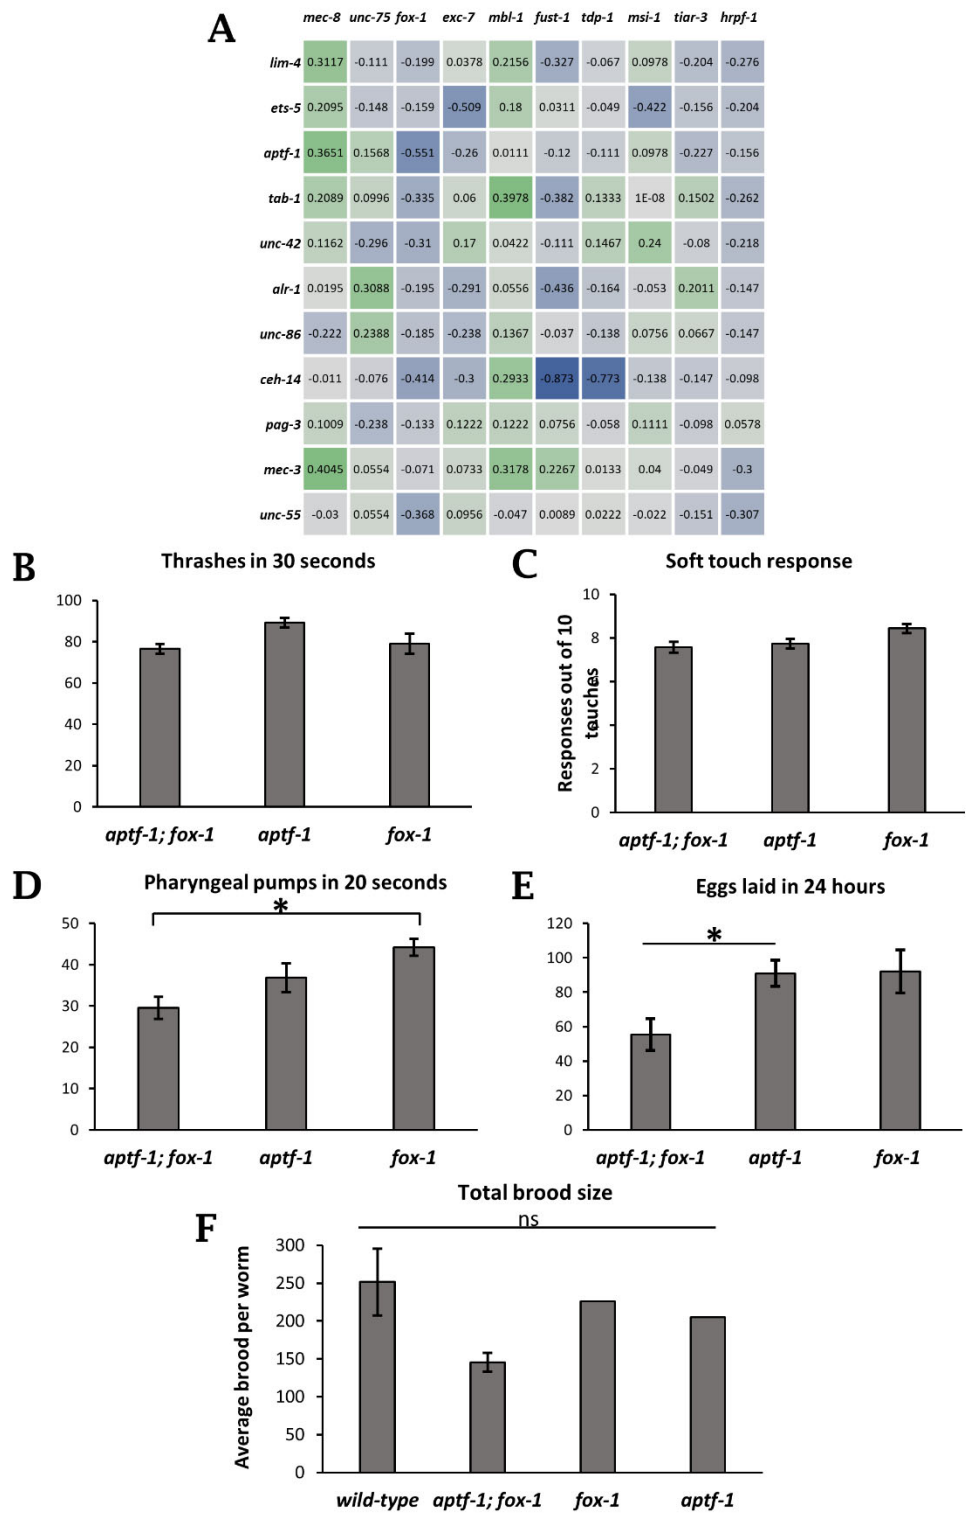

differences were observed between groups. (C) Soft touch assays were performed with an eyelash hair pick. No significant differences were observed. (D) Number of pharyngeal pumps in 20 seconds was counted. Asterisk indicates a significant reduction in pumps in *aptf-1; fox-1* compared to *fox-1* single mutants, $p < 0.05$. (E) Early adult worms were individually plated and given 24 hours to lay eggs. Asterisk indicates significantly reduced eggs were counted on *aptf-1; fox-1* plates compared to *aptf-1*, $p < 0.05$. (F) Total brood size produced over the adult lifespan of each worm was quantified. No significant difference was observed between groups.

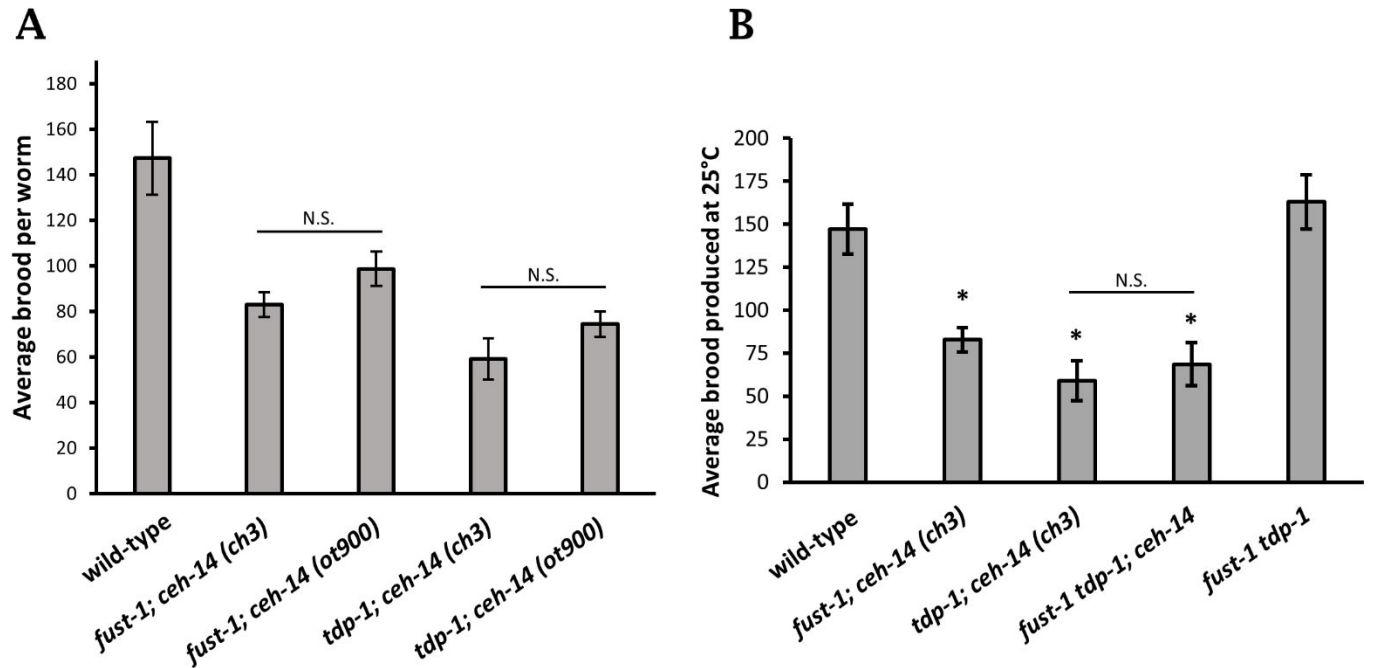

Supplemental Figure 2. *fust-1; ceh-14* and *tdp-1; ceh-14* phenotypes are recapitulated with alternative alleles.

(A) Both double mutants were generated using *ceh-14 (ot900)*, which contains a full deletion of *ceh-14*. No significant differences in brood size were measured between double mutants generated with the original *ceh-14 (ch3)* allele and those generated with *ceh-14 (ot900)*. (B) A *fust-1 tdp-1; ceh-14* triple mutant did not exhibit a worsened brood size defect compared to *fust-1; ceh-14* and *tdp-1; ceh-14* double mutants. Asterisk indicates significant difference from wild-type, $p < 0.05$. *fust-1 tdp-1; ceh-14* brood size is not significantly different from that of wild-type.

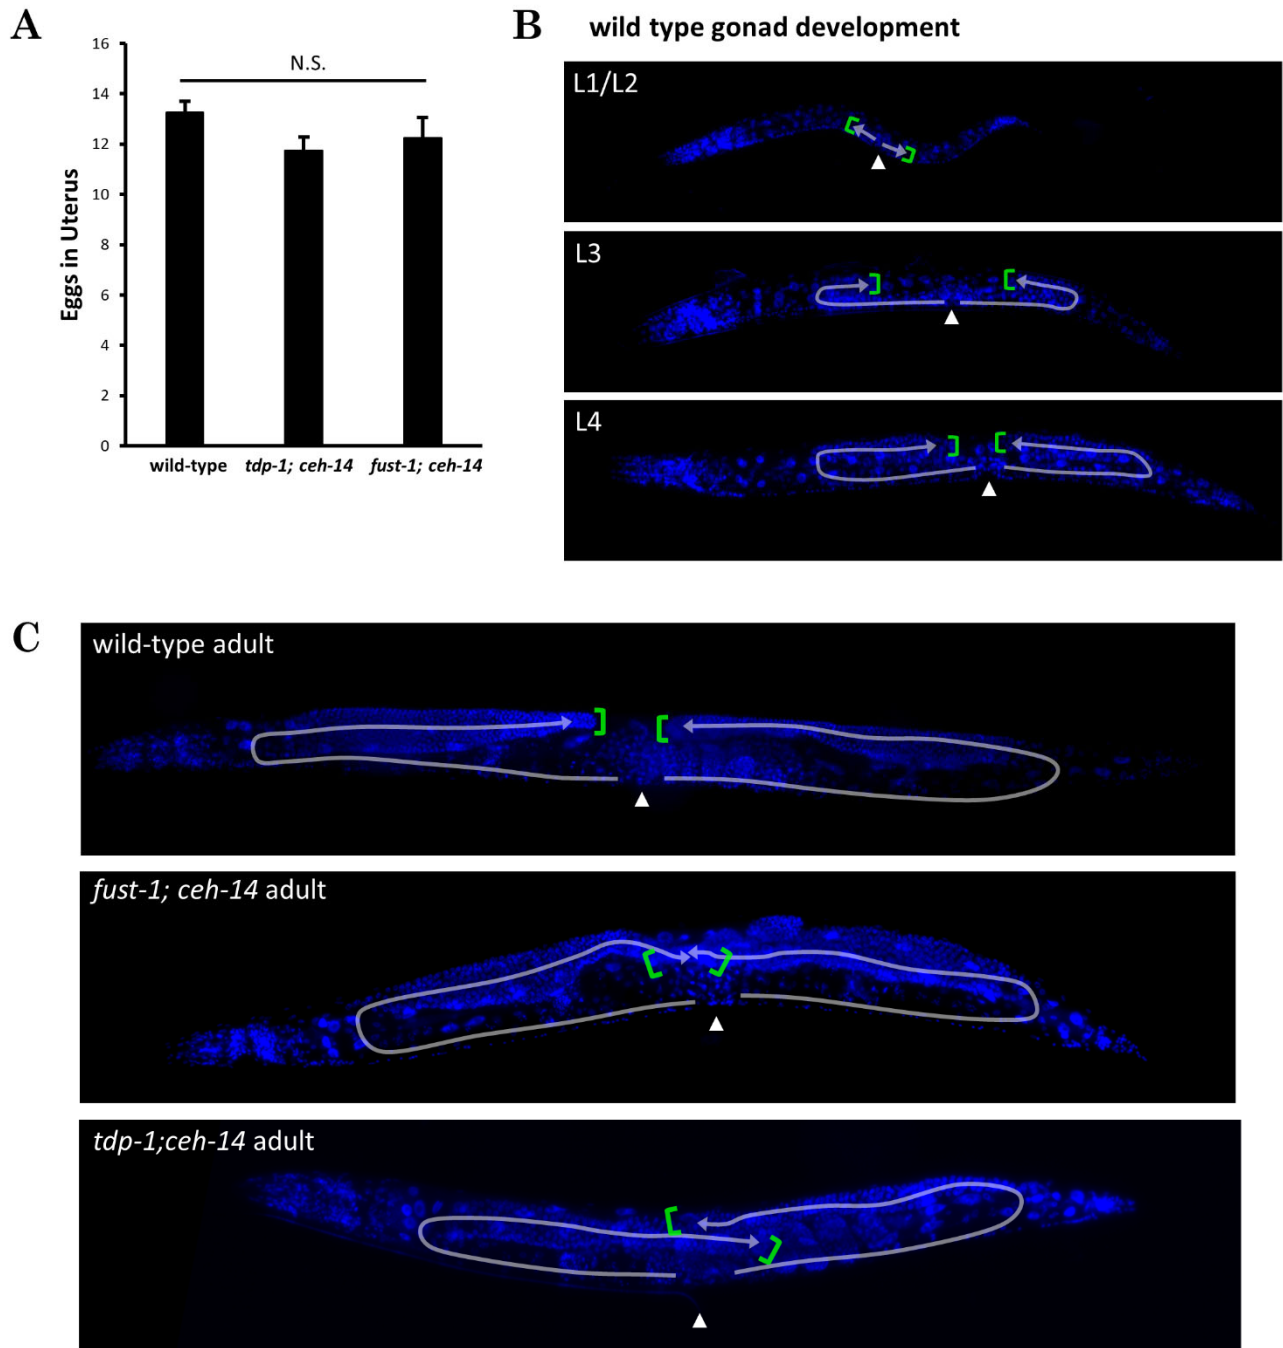

Supplemental Figure 3. *fust-1; ceh-14* and *tdp-1; ceh-14* exhibit defects in adult hermaphrodite gonad. (A) Double mutants do not exhibit egg retention. (B) Representative images of developing wild-type DAPI-stained larval hermaphrodites. (C) Representative images of DAPI-stained wild-type and double mutant adult hermaphrodites. *fust-1; ceh-14* and *tdp-1; ceh-14* exhibit overlapping distal tips. Brackets indicate path of gonad development. Arrow heads denote location at midbody where vulva is present in adult. Green brackets indicate approximate location of distal tip.

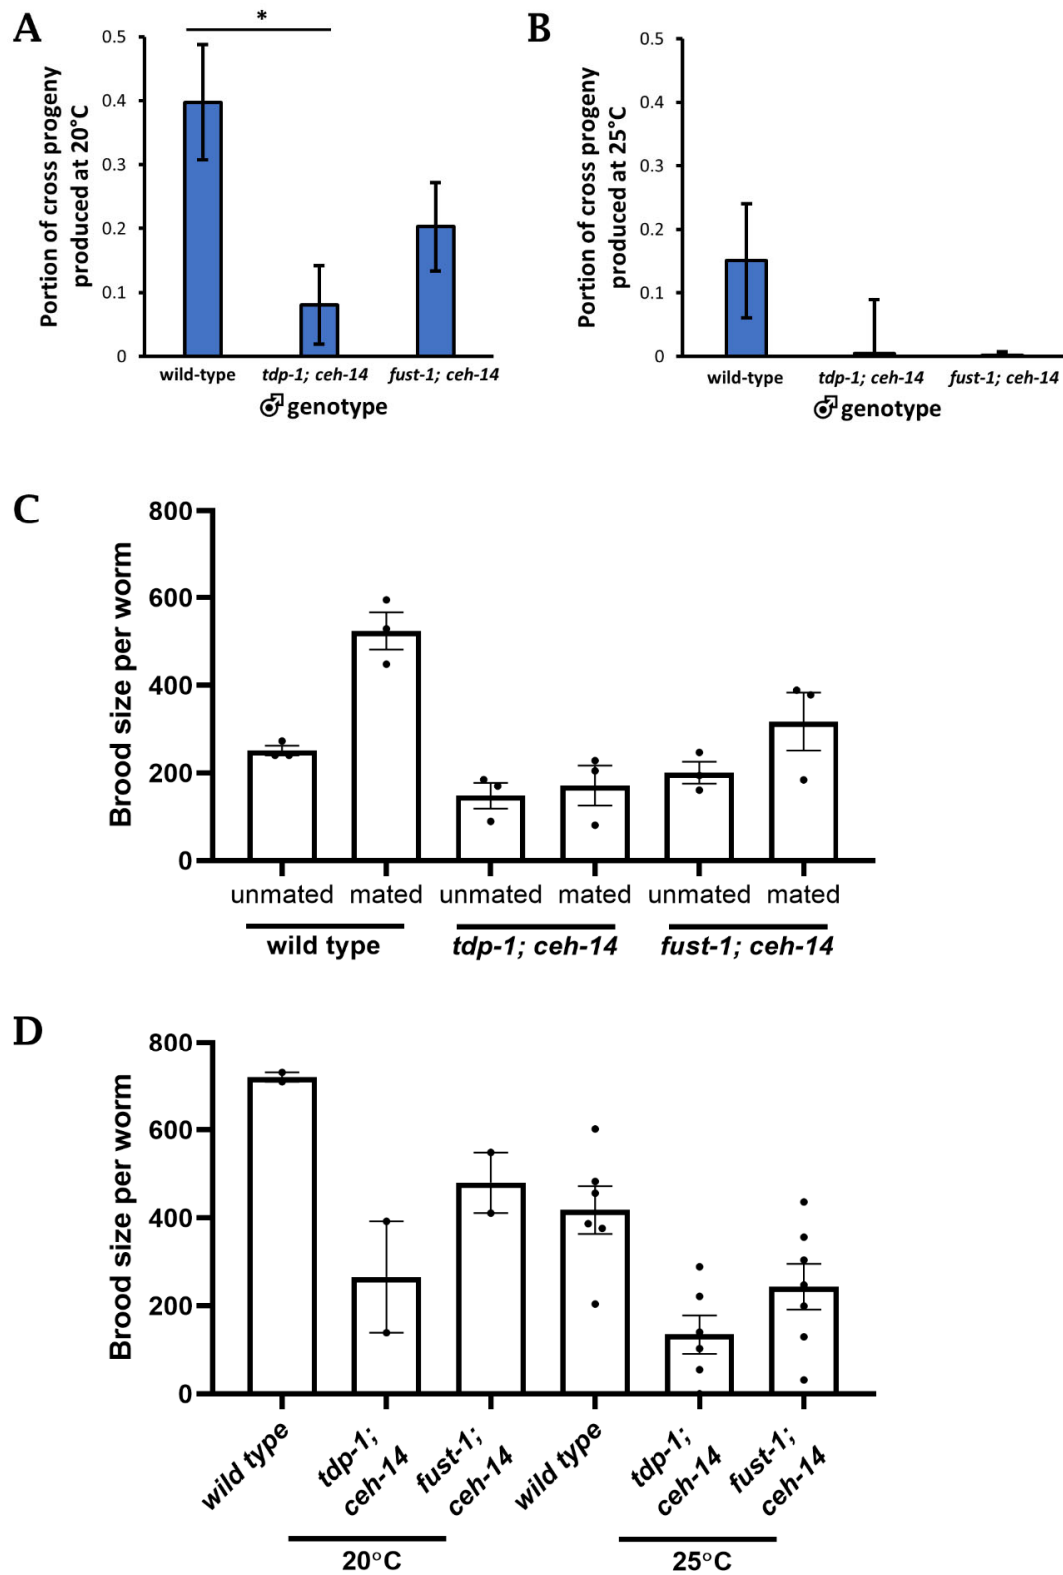

Supplemental Figure 4. Male mating defects in double mutants. *tdp-1; ceh-14* and *fust-1; ceh-14* males maintained at 20°C (A) and at 25°C (B) were paired with wild-type hermaphrodites, and production of cross-progeny was measured. Asterisk indicates significant difference from wild-type cross progeny, $p < 0.05$. (C) Male

mating with *fog-2* (*q71*) feminized germline mutants. Double mutant males produced smaller brood sizes than wild type. (D) Wild-type males were mated with either wild-type or double mutant hermaphrodites.

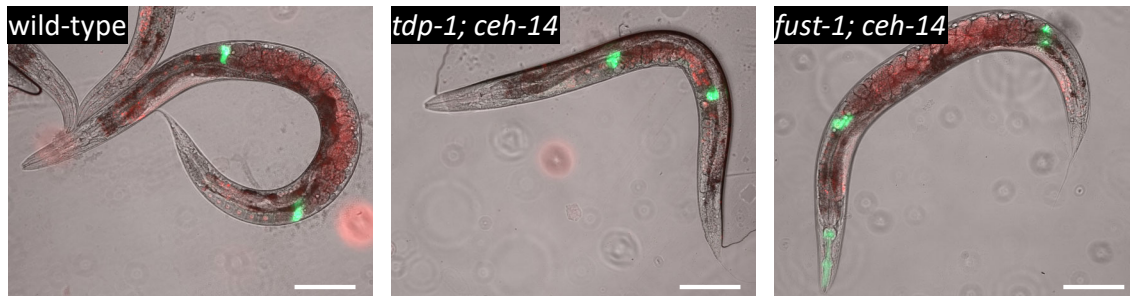

Supplemental Figure 5. Spermatheca of *tdp-1; ceh-14* and *fust-1; ceh-14* double mutants are morphologically similar to wild-type. UX993 worms containing spermatheca GFP and germline RFP were crossed into *tdp-1; ceh-14* and *fust-1; ceh-14* double mutants to visualize spermatheca morphology. No differences in morphology or development of spermatheca were detected in either double mutant. Representative images show day 1 adults of wild-type and double mutants containing the UX993 transgenes.

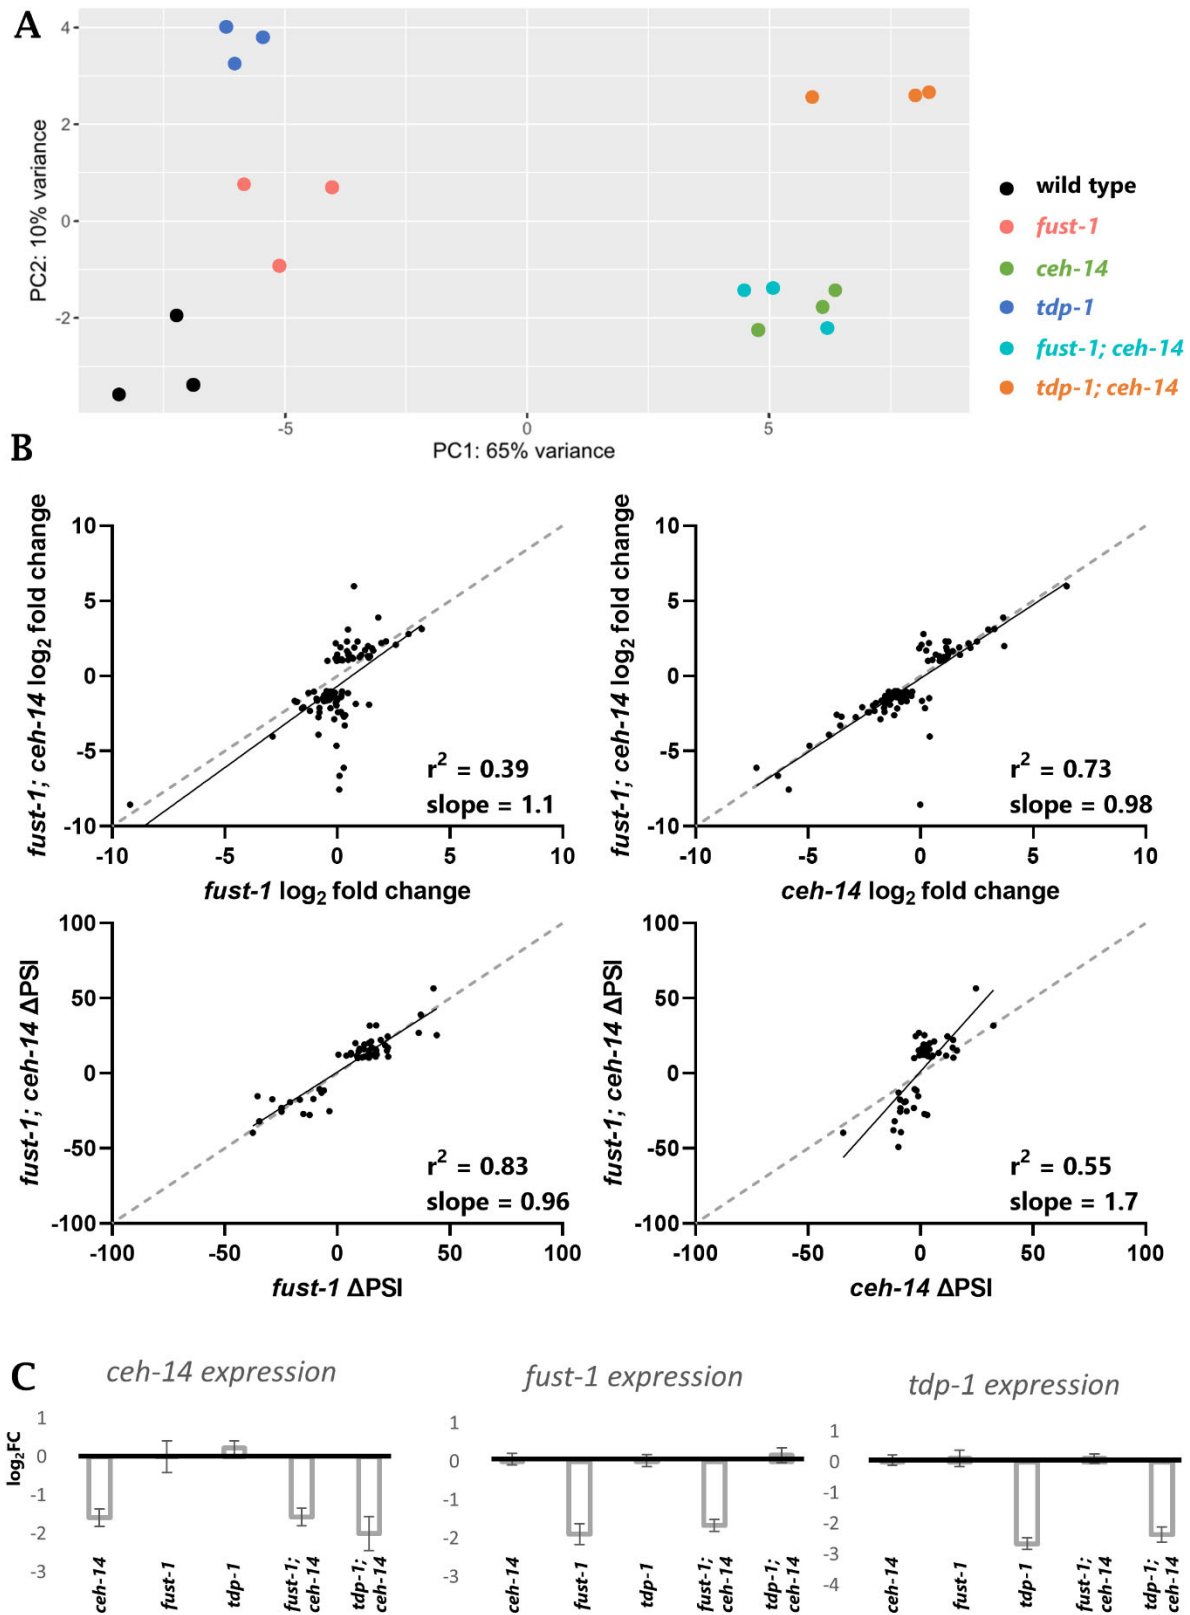

Supplemental Figure 6. *fust-1; ceh-14* exhibit distinct transcriptional and post-transcriptional regulation. (A) PCA plot for each individual RNA Seq replicate (three biological replicates for each genotype) based on gene expression

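Between *tdp-1; ceh-14* and *tdp-1*, 116 genes fell and 12 rose, among the falls the collagen genes *col-162* (log2 fold change -2.28, standard error 0.18, adjusted p = 0.00522 from edgeR), *col-156* (-2.79), *col-137* (-2.51) and *bli-6* (-1.81). The 128 calls became 3 without replicates A or B of *tdp-1* or B of the double mutant, 8 without replicate C of *tdp-1* or A of the double mutant and 53 without its replicate C, and 448 with the replicate letter as a block (62 up and 386 down). All 18 libraries in one fit called 34 up and 49 down, of which 26 were among the 128. In *tdp-1* against wild type, 112 of 141 collagen genes had positive log2 fold changes (median 1.14). None passed edgeR's test over all genes, where 91 had an unadjusted p under 0.05 and DESeq2 called 57, and 81 rose when adjusted over the list alone. With the block, 79 rose and 3 fell over all genes. Between *fust-1; ceh-14* and *fust-1*, *ule-5* (-4.61), *E02H9.7* (-7.52), *col-135* (-6.72) and *K07A1.6* (-6.41) fell. These 4 calls became 7 without replicate C of *fust-1* and 0 without its replicate B or any library of the double mutant.

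The first principal component of the 500 most variable genes held 48.2% of the variance and the second 19.1%. Genotype accounted for 69.9% of the first, carrying the *ceh-14* mutation for 27.6% and the replicate letter for 6.47%. The letter accounted for 91.4% of the second, and the *ceh-14* mutation for 67.4% of the third (8.33% of the variance). Over 18 libraries the mean level of the molting-cycle list had Pearson r = -0.959 and Spearman rho = -0.936 with the first component (permutation p = 1e-05 for each, the smallest that 100000 permutations give, and 3.5e-05 adjusted over 7 relations). The permutations shuffled all libraries as independent, though genotype accounted for 69.9% of the component, so these p-values may be too small. Without the 2 farthest libraries r was -0.961, and within replicates A, B and C -0.991, -0.993 and -0.958. The list holds 17 of the 500 genes. The absolute r was 0.940 with a component from 500 genes chosen anew. That choice left out this list and those of collagens, major sperm proteins, spermatogenesis, oocyte and eggshell, and germline.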

Supplemental Figure 7. Tissue-specific expression of TDP-1/FUST-1 and PQN-41 amino acid sequence. (A) translationally-tagged TDP-1::RFP and FUST-1::RFP show no statistically-significant changes in fluorescence intensity (t-test $p > 0.05$) in expression in spermathecal nuclei upon loss of *ceh-14*. (B) Similar spermatheca gene dysregulation is seen in *fust-1*; *ceh-14* and *ceh-14* mutants. As in Fig 5G but with gene names visible. (C) DNA sequence of the intron immediately downstream of the *pqn-41* alternative exon, showing the 7X GT repeat,

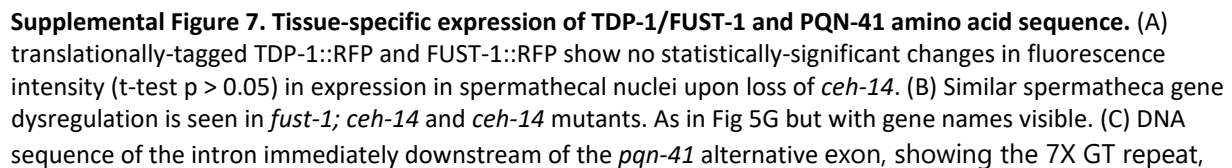

followed by 5 additional repeats downstream. The region deleted to generate the Δ *tdp-1 cis* element version of the transgene is underlined. (D) Schematic for the generation of a two-color splicing reporter for *in vivo* tissue-specific visualization of alternative splicing. Exon skipping results in translation of GFP, exon inclusion results in translation of RFP. (E) Representative images of spermatheca for wild type (left) and Δ *tdp-1 cis* element splicing reporter transgenes driven in the spermatheca by the *fkh-6* promoter. Scale bar represents 20 μ m. (F) Quantification of spermatheca % exon inclusion according to the formula $100 * ((\text{RFP intensity}) / (\text{RFP intensity} + \text{GFP intensity}))$. $p < 0.05$, t-test. (G) Putative *cis* elements for TDP43/TDP-1-mediated exon inhibition. For reference, two recent human disease-relevant examples are provided, followed by the top TDP-1-regulated cassette exons in worms. In each case, TG-repeat elements are detected in the flanking introns. (H) *pqn-41* amino acid sequence. Approximate locations of glutamine are highlighted in red, and Q-rich region is shown downstream of the circled alternative exon. *pqn-41* amino acid composition reveals a bias towards glutamine(97).

How the deposited data were processed for this re-analysis (not part of the article)

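The data are 18 libraries of poly(A) RNA from synchronized whole animals at the fourth larval stage, 3 replicates (A, B and C) of wild type, *fust-1; ceh-14*, *tdp-1; ceh-14* and their single mutants *ceh-14*, *fust-1* and *tdp-1*. The counts per gene that were deposited had been made by the authors with HTSeq 0.9.1 from reads mapped to WBcel235 with STAR 2.5.3a. They are whole, unnormalized numbers for 46726 genes, the same genes in the same order in each library. Gene names came from the reference annotation, and 3103 of the genes carry an identifier without a name. The 5 tallies of unassigned records were kept out of library sizes and tests. They made up 0.461% to 0.738% of the records (no gene), 1.87% to 2.75% (more than 1 gene), 5.89% to 12.2% (more than 1 position), 0 (low quality) and 0 (not mapped). The 10 most abundant genes took 5.19% to 10.3% of the counts in genes. The median depth was 50634860 counts in genes per library. No library repeated another, and the lowest chi-square per degree of freedom between replicates of a genotype was 25.8, where counting error alone gives 1.

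Each comparison was fitted to its own libraries in R 4.3.3 with edgeR 4.0.16. Genes passed edgeR's filterByExpr, libraries were scaled by TMM factors, and the quasi-likelihood test gave p-values adjusted by Benjamini-Hochberg over all genes tested. Each of 5 mutants was compared with wild type, each double mutant with both of its single mutants (9 comparisons), and 2 interaction tests took 4 genotypes each. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Between TMM and the size factors of DESeq2, the median log2 fold change of all genes shifted by at most 0.0292. Levels are normalized counts (CPM, scaled to the same library total) on TMM-scaled library sizes over all 18 libraries, as mean and SD. Exact permutation tests are two-sided and cannot give a p under 0.1 with 3 libraries against 3. A fold against a group without counts used a floor of 3 counts over the group, and ratios with few counts carry a 95% counting interval.

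Regressions took the genes dysregulated in the double mutant and set their log2 fold changes against those of a single mutant. Unchanged groups that share the wild-type libraries were simulated 100 times from the residuals of log2 CPM around the genotype means, a simulation designed after the data had been seen. Principal components used the 500 most variable genes on log2 CPM with a prior count of 2. Correlations with the first component used 100000 permutations of all 18 libraries, without regard to genotype.

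Gene groups were 24 lists written from general knowledge before the counts were opened, and after part of Table S1 had been seen: spermatheca, gonadal sheath and distal tip, C-type lectins, innate immune response, intracellular pathogen response, ABC transporters, major sperm proteins, spermatogenesis, oocyte and eggshell, germline, yolk proteins, cuticle collagens, molting cycle, neuropeptides, genes of neurons that use *ceh-14*, pan-neuronal, muscle, pharynx, intestine, lipid metabolism, heat shock and unfolded protein response, detoxification and oxidative stress, male tail and seminal, and glutamine- and asparagine-rich (pqn) genes. Some lists take a whole gene class by its name, such as *clec*, *msp*, *col* or *pqn*. They were tested with camera in limma 3.58.1 at a preset correlation between genes of 0.01, adjusted over the lists within a comparison. Enrichment of 4 lists among dysregulated genes used a one-sided Fisher's exact test. Genes of the lists are also expressed in other tissues of the whole animal, so a list stands for its genes and not for a count of cells.

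Genes named in the text follow a rule set before the counts were opened: the paper's genes (*ceh-14*, *fust-1*, *tdp-1*, *clec-190*, *pqn-41* and *sav-1*), up to 12 largest rises and 12 largest falls of each double mutant, 5 and 5 of each single mutant and of each interaction among dysregulated genes without overlap between groups, and up to 4 members per list by p. Part of the values for the single mutants had been seen in Table S1 before that rule was set. *C14A11.9*, *wdr-54*, *spig-5*, *pgp-6*, *irg-5*, *nhr-6*, *ajm-1*, *itr-1*, *plc-1*, *dod-22*, *clec-223*, *ilys-2*, *ilys-3*, *col-162*, *col-156*, *col-137*, *bli-6*, *E02H9.7*, *ule-5*, *Y62H9A.5*, *dod-21*, *cld-1* and *endu-1* fall outside it for at least 1 comparison in which they are named, and were chosen after their values had been seen. So were the genes other than the paper's own that are named for the comparisons between double and single mutants. A first look at counts of calls, top genes and principal components came before the predictions for the technical tests were filled in.

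Replicates with the same letter were checked for shared deviations, since the labels give the letter and the paper does not say what it marks. The letter was taken to pair the libraries where the deviations from the genotype means correlated above 0.1 in all 3 letters. The correlations in replicates A, B and C were 0.651, 0.454 and 0.180 for *ceh-14* with wild type, 0.537, 0.370 and 0.331 for *fust-1*, 0.468, 0.284 and 0.190 for *tdp-1*, and 0.649, 0.291 and 0.310 for *tdp-1; ceh-14*. The lowest of the 3 was 0.152 for *tdp-1; ceh-14* with *ceh-14*, 0.224 with *tdp-1*, and 0.143 over the 4 genotypes of the *tdp-1* interaction. Counts of calls with the letter as a block appeared in the same run as these correlations.

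The alternatives were size factors of DESeq2 in edgeR, no filter on low counts, the Wald test of DESeq2 1.42.0, all 18 libraries in one fit, the replicate letter as a block, and each library left out in turn. Without 1 library, a genotype with 2 libraries shares the estimate of the spread with the others. Lists were also tested with an estimated correlation and with fry, regressions with 2 other choices of genes and without *endu-1* and WBGene00023391, enrichment with a threshold of 0.05, and the principal components with all genes. The choices at 0.05 for regressions and enrichment kept the threshold of an absolute log2 fold change over 1. The whole procedure was tested on simulated data with the real means and library sizes and 200 changed genes per comparison, 50 at each fold. Genes were drawn independently at each gene's estimated spread, without correlation between genes or an effect of the replicate letter. The shares below and the recovery of a list therefore do not cover data with such correlation or such an effect. For *tdp-1; ceh-14* against wild type it recovered 8%, 72%, 96% and 94% of changes of 2, 4, 8 and 16-fold with 1 false call, and for *fust-1; ceh-14* 22%, 72%, 98% and 96% with 2 false calls. For *ceh-14* these shares were 10%, 72%, 92% and 96%, for *fust-1* 4%, 66%, 82% and 94%, and for *tdp-1* 20%, 92%, 98% and 98%. For the interactions they were 0%, 42%, 84% and 84% (*tdp-1*) and 0%, 26%, 60% and 72% (*fust-1*). A list shifted on purpose was recovered in all 11 tests, and a simulated regression gave a slope of 0.99 and an r2 of 0.959 over 192 genes.

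DESeq2 on these counts was also set beside Table S1, which holds wild type over mutant and was held here only in part. Over 1970, 1971 and 1817 shared genes of *ceh-14*, *fust-1* and *tdp-1*, the largest difference in log2 fold change was 7.28e-05, 0.00318 and 0.000194. The splicing data, the reporter measurements and the tables for the double mutants were not analysed here. Exons of named genes were checked for overlap in the annotation. *endu-1* (38 bases), *haf-6* (44), *scb-1* (59) and *pqn-41* (25) share bases with a gene on the opposite strand, *pqn-41* also 77 bases with a pseudogene on its own strand, and *clec-190* 21 and 14 bases with small RNA genes.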

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

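The splits within letters and the tests of *clec-190*, of the wild-type libraries, and of depth and replicate letter on the first principal component were chosen only after the result was seen, while the test of gene lists on that component was set before its correlations were computed. Comparisons, thresholds, gene lists, the rule for named genes and all alternatives not marked as added were set before the counts were opened, but after part of the values of the single mutants had been seen in Table S1.

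A difference private to 1 strain gives an interaction term too, and cannot be told apart here from an effect of both losses. The interaction tests singled out genes for which the double mutant departed from the sum of its single mutants. With *tdp-1*, these were WBGene00023391 (-6.54, standard error 0.56, adjusted p = 0.000714 from edgeR), *endu-1* (-3.0, 0.33, adjusted p = 0.00447), *haf-6* (-2.24, 0.21, adjusted p = 0.00132), *fbxa-192* (1.96, 0.23, adjusted p = 0.00647, and 1.89 without replicate A of *tdp-1*, where the call ended), *dyf-3* (2.1, 0.25, adjusted p = 0.00674) and *T03D3.5* (7.20, 0.33, adjusted p = 1.11e-06). With *fust-1*, they were *endu-1* (-3.88, 0.36, adjusted p = 0.00335) and *haf-6* (-2.27, 0.24, adjusted p = 0.00664). *haf-6* stood at 42.0 ± 7.53 CPM in *fust-1* and 38.1 ± 2.14 CPM in *tdp-1*, and between 8.27 and 8.97 CPM on average in the other 4 genotypes. Over 100 splits of the libraries, 1 (the real one) reached the 6 calls for *tdp-1*, with 3 in the highest other. So did 1 of 100 splits within the replicate letters, which pair these libraries (highest other 4). For *fust-1*, 2 splits, the real one included, reached the 2 calls. The highest other called 6, and what set that split apart was not tested. Both shares over all libraries met the prediction against chance labels. But all splits shuffle the 4 genotypes, so they ask about a genotype effect of any kind. Shuffled groups mix genotypes, which can widen their spread, so the splits cannot decide whether the interaction terms are chance. A first run of these splits had drawn 40 instead of 100.

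*clec-190* had 0 counts in *tdp-1; ceh-14* and 2 in *fust-1; ceh-14*, against 31 in *ceh-14*. Counting error alone is argued against for *tdp-1; ceh-14*, since the lower bound of its 95% counting interval against *ceh-14* is a ratio of 9.04. The neighbour *col-135* was at -6.72 in *tdp-1; ceh-14*, as a deletion over both genes predicts. But *col-135* was as low in *ceh-14*, where *clec-190* kept its 31 counts. It still had 112 counts in *tdp-1; ceh-14* (0.455 to 0.581 CPM per library), and *M199.2* on the other side was at -0.11. These values argue against a deletion that removes *clec-190* together with all of either neighbour. A lesion of *clec-190* alone, or with part of *col-135*, cannot be told apart from a loss of expression. An effect of joint loss beyond the single losses stays open, since the interaction was -6.74 with *tdp-1* (adjusted p = 0.386 by edgeR and 0.0138 by DESeq2) and -4.18 with *fust-1* (adjusted p = 1.00).

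*endu-1* and WBGene00023391 rose in 4 of the 5 mutants at the threshold of 0.01, and in *fust-1* stood at 3.76 (adjusted p = 0.0374, not passing 0.05 without any wild-type library or replicate B of *fust-1*, 3.55 to 3.97) and 7.03 (adjusted p = 0.103). A candidate explanation is a difference carried by the wild-type libraries, since the 5 mutant means lay within a median range of 0.787 (log2; 0.632 for *endu-1* and 0.942 for WBGene00023391) while the mutants stood above wild type by 3.45 and 4.83. Such a difference could also give negative interaction terms of about that size, as both genes had. Nothing in the tables argues against it, and a gene or variant shared by the mutant strains stays open. The 3 wild-type libraries are too few to separate these.

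The first principal component did not part the genotypes with and without the *ceh-14* mutation. Depth (r = -0.119) and replicate letter (6.47% of its variance) are argued against as its source. The mean level of the molting-cycle genes followed it (r = -0.959), and that of the cuticle collagens as well (r = -0.937, Spearman rho = -0.901), while the oocyte and eggshell list had r = 0.396 (permutation p = 0.103, adjusted p = 0.240 over 7 relations). Larval cultures harvested at slightly different times could give this pattern, since both groups of genes oscillate with the molt. An effect of genotype on developmental timing stays open and was not tested.

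Splits of 3 libraries against 3 number 10, too few for a share under 0.1. In 8 comparisons 1 of the 10, the real split, reached its count of dysregulated genes: *ceh-14* (6, highest other 1, and 0 among splits that part every letter), *fust-1* (1, highest other 0), *tdp-1* (9, highest other 0), *fust-1; ceh-14* (18, highest other 0) and *tdp-1; ceh-14* (11, highest other 0) against wild type, *fust-1; ceh-14* against *ceh-14* (5, highest other 0) and *fust-1* (4, highest other 0), and *tdp-1; ceh-14* against *tdp-1* (128, highest other 0). Between *tdp-1; ceh-14* and *ceh-14*, with 0 genes by edgeR (1532 at an unadjusted p under 0.05, and 16 by DESeq2), every split reaches the real count of 0 whatever the data, and the highest other called 7, or 0 among those that part every letter. For the number of gene lists that moved, 10 splits reached the real 6 in *ceh-14* (highest other 15, and 11 with every letter parted), 9 the real 7 in *fust-1* (15, and 13), 9 the real 9 in *tdp-1* (19, and 10), 10 the real 6 in *fust-1; ceh-14* (17) and 2 the real 15 in *tdp-1; ceh-14* (15, and 14). The letters do not pair *fust-1; ceh-14* with wild type. What set its split with 17 lists apart was not tested, and the highest with every letter parted was 12. In the other 4, where the letters pair the libraries, the highest counts come from splits that do not part every letter.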

How the results depend on the processing

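The omission of replicate A, that of *endu-1* and WBGene00023391 from the regressions, the block for enrichment, and the block with an estimated correlation were added after seeing the data, and the cause was not tested for any shift below. Counts of dysregulated genes are given for *ceh-14*, *fust-1*, *tdp-1*, *fust-1; ceh-14* and then *tdp-1; ceh-14* against wild type, then for *tdp-1; ceh-14* and *fust-1; ceh-14* against *ceh-14*, *tdp-1; ceh-14* against *tdp-1* and *fust-1; ceh-14* against *fust-1*. From 6, 1, 9, 18, 11, 0, 5, 128 and 4, DESeq2 gave 71, 19, 324, 102, 84, 16, 18, 763 and 47. No filter on low counts gave 17, 5, 29, 47, 52 and 2, then 379 and 8 for the last 2. All 18 libraries in one fit gave 22, 8, 15, 27 for *tdp-1; ceh-14*, 3, 83 and 14. Size factors of DESeq2 moved none of them by over 1.5 times. Without replicate A, *tdp-1* had 4, and the last 3 comparisons had 0 (edgeR; 366, 3721 and 817 genes at an unadjusted p under 0.05 with all libraries). The interactions of *tdp-1* and *fust-1*, with 6 and 2 genes, had 28 and 7 with DESeq2, 1 and 0 without replicate A, and *fust-1* 4 with all 18 libraries.

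With the replicate block, the counts were 67, 2, 200, 46, 139, 1, 2 for *fust-1; ceh-14* against *ceh-14*, and 448. For *fust-1; ceh-14* the letters do not pair the libraries: correlations of deviations with wild type were 0.511, 0.113 and -0.173, and the lowest was 0.00582 with *ceh-14*, -0.0611 with *fust-1* and -0.173 over the 4 genotypes. There the block ended the call of the molting list (adjusted p = 0.0632) and added yolk proteins (8.39e-06). In the comparisons that the letters pair, the lists with most members that passed only with the block are given with these counts in the observations, and the block changed no other call of a list than those given.

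Leaving out 1 library, the lowest and highest counts were 0 and 10 (*ceh-14*), 0 and 2 (*fust-1*), 0 and 7 (*tdp-1*), 7 and 16 (*fust-1; ceh-14*), 2 and 11 (*tdp-1; ceh-14*), 0 and 0 (both against *ceh-14*), 3 and 53, and 0 and 7, with 2 and 8 and 0 and 5 for the interactions. The lists that moved ran from 3 to 13, 2 to 14, 7 to 12, 3 to 8 and 8 to 16 in the 5 mutants, and r2 from 0.682 to 0.991 on *ceh-14* and 0.617 to 0.928 on *tdp-1* for *tdp-1; ceh-14*. The 0.617 on *tdp-1*, without replicate B of the double mutant, came from 3 genes with a slope of -3.26, against 1.48 with all libraries. Without replicates B or C of wild type no r2 on *tdp-1* or *ceh-14* could be had for *tdp-1; ceh-14*, since 2 genes were left. For the list detoxification and oxidative stress, fust-1 vs wild type, adjusted p ran from 0.00174 without *fust-1* replicate B to 0.970 without *fust-1* replicate C, where it did not pass and its direction was down instead of up. Of the values of the paper's genes and of those named for the largest changes, 385 stayed on the same side of 0.05 and 59 calls were lost, not counting genes named as list members or chosen later.

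The r2 on *tdp-1* moved to 0.264 (no filter), 0.253 (DESeq2), 0.226 (block), 0.39 (adjusted p under 0.05) and 0.205 (dysregulated in either mutant), and to 0.0392 without *endu-1* and WBGene00023391. The lists that moved fell to 0 in all 5 mutants with an estimated correlation, with fry, and with the block and an estimated correlation. Enriched lists among falls went from 0 to 3 in both double mutants with DESeq2, to 3 and 2 (*tdp-1; ceh-14* and *fust-1; ceh-14*) with no filter and with the block 3 and 2, in *fust-1; ceh-14* to 1 at the threshold of 0.05 and 1 without replicate A, and among rises to 1 with the block in *tdp-1; ceh-14*. All genes gave 27.5% and 25.7% for the first 2 components.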

Differences from the paper's values

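The alternatives set beside these values were listed before the counts were opened, and no test in this part was chosen after the result was seen except the replicate block and the omission of replicate A for enrichment, and the omission of 2 genes from the regression. A count is said to differ where one value is over 1.5 times the other, and an r2 or a share of variance where it is also farther away than the jackknife SD over libraries left out (0.233 for the r2 and 6.04% for the share). The paper's text gives 162 dysregulated genes in *tdp-1; ceh-14*, called with DESeq2 at the thresholds in the legend of Fig. 5B. Here DESeq2 gave 84, and edgeR, a different test, gave 11. By this rule the count also differed with the size factors of DESeq2 (11), no filter on low counts (52), DESeq2 (84) and all 18 libraries in one fit (27), and not with the replicate letter as a block (139, lower than the paper's by under 1.5 times).

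For the regression of *tdp-1; ceh-14* on *tdp-1*, the paper's r2 is about 0.23 in Fig. 5C, read by eye, over genes called with DESeq2. With DESeq2 it was 0.253 here. With edgeR it was 0.674, which differs. It also differed with the size factors of DESeq2 (0.674) and all 18 libraries in one fit (0.475). It did not with no filter (0.264), DESeq2 (0.253), the replicate block (0.226), genes at an adjusted p under 0.05 (0.39) or genes dysregulated in either mutant (0.205). The value of 0.674 rests on *endu-1* and WBGene00023391, and was 0.0392 (slope -0.30) without them, a choice made after the values were seen. The paper's second principal component holds about 10% of the variance in Fig. S6A, read by eye, and held 19.1% here, 19.2% with the size factors of DESeq2 and 25.7% with all genes, all of which differ.

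The paper describes many more changed genes in the double mutants than were called here and states no thresholds beside that. The counts here were 11 in *tdp-1; ceh-14* and 18 in *fust-1; ceh-14*, and the highest with all libraries were 139 in *tdp-1; ceh-14* (replicate block) and 102 in *fust-1; ceh-14* (DESeq2). At an adjusted p under 0.05 with an absolute log2 fold change still over 1, these settings gave 364 and 150. The paper finds spermatheca genes over-represented among falls and mostly down. Of the 23 spermatheca genes listed here, which are not the annotation the paper used, 20 were negative in *tdp-1; ceh-14*, which goes the paper's way, and 0 were dysregulated (0 at an unadjusted p under 0.05, and 0 by DESeq2). C-type lectins, the innate immune response and ABC transporters passed in neither double mutant by edgeR at the threshold of 0.01 with its filter, all libraries and no block. In *tdp-1; ceh-14* all 3 passed with DESeq2, with no filter and with the block, and in *fust-1; ceh-14* all 3 with DESeq2, the last 2 with no filter, lectins and ABC transporters with the block, ABC transporters at the threshold of 0.05, and lectins without replicate A, chosen after the values were seen. The paper takes *ceh-14* as the main source of changes in the spermatheca-annotated genes that were dysregulated in *tdp-1; ceh-14*. The list here is another set, with 0 genes dysregulated, and cannot test this. Its median was 0.03 in *ceh-14* and -0.42 in *tdp-1; ceh-14*. In Fig. S6A, read by eye, genotypes with and without the *ceh-14* mutation lie apart along the first component, which here held 27.6% of its variance between them. The paper calls *clec-190* unchanged in the single mutants, beside its own RT-PCR. Here each *ceh-14* library lay below each wild-type library (log2 fold change -1.41), but the gene did not pass (adjusted p = 1.00 from edgeR).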

Other observations

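The tests of list members without each library were chosen only after the result was seen, while the list tests themselves were planned. The *tdp-1* libraries differed from wild type in genes that the passages above do not describe. *scb-1* fell (log2 fold change -1.64, standard error 0.15, adjusted p = 0.00847 from edgeR), from 14.7 ± 1.33 CPM in wild type to 4.71 ± 0.238, and stood at 5.74 ± 3.13 CPM in *fust-1* and 5.29 ± 1.11 in *tdp-1; ceh-14*. *fbxa-192* (-1.94) and *C08F11.7* (-1.97) fell too. *C08F11.7* stood at 9.39 ± 0.825 CPM in wild type, 2.93 ± 1.14 in *ceh-14*, 2.39 ± 0.246 in *tdp-1* and 2.25 ± 0.212 in *tdp-1; ceh-14*. It stood at 5.20 ± 1.23 CPM in *fust-1*, but at 8.58 ± 1.65 in *fust-1; ceh-14*. *R09E10.2* rose by 2.55 (standard error 0.21, adjusted p = 0.00559) to 91.8 ± 1.05 CPM, against 15.7 ± 4.51 in wild type and 45.5 ± 27.2 in *tdp-1; ceh-14*. These calls at an adjusted p under 0.05 ended without replicate C of wild type (*scb-1* -1.64, *fbxa-192* -2.03, *C08F11.7* -1.92, *R09E10.2* 2.56), and the 3 falls also without any *tdp-1* library (-1.6 to -1.68 for *scb-1*, -1.87 to -2.06 for *fbxa-192*, -1.9 to -2.05 for *C08F11.7*). *endu-1* rose by 3.51 in *tdp-1*, not without replicate C of wild type (3.53), and WBGene00023391 by 6.50, not without replicates A or C of wild type (7.87 and 6.41) or A or C of *tdp-1* (6.49 and 6.36).

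In the *ceh-14* backgrounds, *nlp-2* stood at 5.60 ± 1.30 CPM in *ceh-14* and rose in *tdp-1; ceh-14* (1.94, adjusted p = 0.0282), to 6.74 ± 0.946 CPM from 1.75 ± 0.105, a call that ended without any wild-type library (1.89 to 1.96) or replicate B of the double mutant (1.86). *cpr-1*, a protease gene of the intestine, rose there by 1.73 (adjusted p = 0.0268), not without any wild-type library (1.68 to 1.75). *W02D9.6* rose by 1.66 in *fust-1; ceh-14* (adjusted p = 0.00831), not without replicates B of wild type (1.6) or C of the double mutant (1.64), and stood at 60.3 ± 4.93 CPM in *ceh-14* and 23.2 ± 5.59 in wild type. *pqn-41*, the gene whose exon the paper follows, had log2 fold changes of 0.19 in *ceh-14*, -0.10 in *fust-1*, 0.16 in *tdp-1*, 0.11 in *fust-1; ceh-14* and -0.66 in *tdp-1; ceh-14* (adjusted p = 0.663), and *sav-1* of 0.02, 0.19, 0.20, -0.03 and 0.19. Neither passed in any of the 5.

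In *tdp-1*, 9 lists moved. Cuticle collagens (median log2 fold change 1.14, 112 of 141 positive, adjusted p = 1.16e-13 from camera), the molting cycle (0.90, 72 of 85, 4.91e-11, and 33 members rose when adjusted over the list alone), the innate immune response (0.32, 43 of 49, 5.71e-05, 9 over the list alone), ABC transporters (0.30, 41 of 54, 0.00018, 6 over the list alone) and the intestine (0.28, 14 of 18, 0.0243, 4 over the list alone) moved up, each at adjusted p = 0.575 with an estimated correlation. So did spermatogenesis (0.23, 54 of 60, 0.000669) and the intracellular pathogen response (0.35, 23 of 32, 0.0157, 6 over the list alone), while oocyte and eggshell genes (-0.38, 25 of 26 negative, 7.08e-06) and the germline (-0.16, 26 of 30 negative, 0.00219) moved down, each at adjusted p = 0.783 with an estimated correlation. *haf-6* was the 1 member of any of these lists that passed over all genes. With the replicate letter as a block, which pairs these libraries, 79 collagen, 27 molting, 18 lectin, 12 innate immune, 10 detoxification, 6 ABC transporter, 5 pathogen response and 4 intestine genes rose over all genes, and 4 lectin, 4 detoxification, 3 collagen and 2 oocyte genes fell. Without replicate A of wild type the calls of the intracellular pathogen response (0.193), spermatogenesis (0.532), germline (0.193) and intestine (0.0506) ended. That of the pathogen response also ended without replicate B of *tdp-1* (0.161), and that of the intestine without replicates B of wild type (0.110) or C of *tdp-1* (0.0844). With the block, C-type lectins (0.0496, up), muscle (0.0278, up), heat shock (0.0225, down) and yolk proteins (0.0138, down) passed as well.

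In *ceh-14*, cuticle collagens (median -0.60, 110 of 139 negative, adjusted p = 3.42e-12 from camera), the innate immune response (-0.30, 33 of 47 negative, 9.54e-07, 9 over the list alone), the molting cycle (-0.25, 58 of 80 negative, 0.00929) and heat shock (-0.13, 15 of 23 negative, 0.0368) moved down, and oocyte and eggshell genes (0.18, 25 of 26 positive, 0.000352) and the germline (0.08, 22 of 30 positive, 0.0368) up. Each of the 6 had adjusted p = 0.934 with an estimated correlation. Leaving out replicate B of wild type ended the calls of oocyte (0.868), germline (0.921) and molting (0.517), replicate A of *ceh-14* those of oocyte (0.554) and germline (0.762), and replicate A of wild type those of molting (0.0789) and heat shock (0.555), which also ended without replicates B (0.0552) or C (0.0866) of *ceh-14* and with the block (0.223). The block added yolk proteins (0.000198, up), spermatogenesis (0.00766, down), the pharynx (0.0136, down) and pan-neuronal genes (0.0261, up). With the block, 30 collagen, 12 innate immune, 8 lectin and 6 molting genes fell over all genes, against 1, 1, 1 and 0 without it. The lectin gene *clec-85* fell (-1.21, adjusted p = 0.0135), as did *sek-1* (-1.11, adjusted p = 0.0337) and *ssp-37* (-1.66, adjusted p = 0.0299). The call of *clec-85* ended without replicates B (-1.19) or C (-1.17) of either genotype, and the other 2 without any of the 6 libraries (-1.05 to -1.16 and -1.53 to -1.77).

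In *fust-1*, cuticle collagens (median -0.48, 109 of 142 negative, adjusted p = 5.77e-10 from camera), pqn genes (-0.30, 42 of 47 negative, 1.35e-06), the molting cycle (-0.27, 58 of 80 negative, 1.25e-05), spermatheca, and the gonadal sheath (-0.16, 13 of 15 negative, 0.0456) moved down, and major sperm proteins (0.22, 24 of 29 positive, 0.037) and detoxification (0.15, 114 of 171 positive, 0.037) up, each at adjusted p = 0.972 with an estimated correlation. Without replicate C of *fust-1*, the collagens were the 1 list of these 7 that passed, and the adjusted p was 0.970 for pqn, sheath and detoxification, 0.782 for sperm proteins and 0.0981 for molting. Sheath and sperm-protein calls also ended without replicates A (0.489 and 0.738) or C (0.0661 and 0.0761) of wild type, the latter without replicate B of *fust-1* (0.424), and detoxification without replicates B (0.0518) or C (0.213) of wild type. With the block the sheath did not pass (0.0578) and the pharynx did (0.00145, down). *haf-6* rose by 2.27 in *fust-1* (standard error 0.23, adjusted p = 0.0403), not without any wild-type library (2.23 to 2.31) or replicate B of *fust-1* (2.31).

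In *fust-1; ceh-14*, cuticle collagens (median -0.96, 30 of 134 positive, adjusted p = 9.22e-09 from camera), the innate immune response (-0.44, 34 of 46 negative, 0.000176), spermatogenesis (-0.31, 57 of 60 negative, 6.84e-05) and the molting cycle (-0.34, 60 of 77 negative, 0.0104) moved down, and oocyte and eggshell genes (0.28, 26 of 26 positive, 3.1e-06) and the germline (0.08, 24 of 30 positive, 0.0476) up, each at adjusted p = 0.871 with an estimated correlation. Without replicate B of wild type the calls of spermatogenesis (0.203), germline (0.742) and molting (0.138) ended. Germline also ended without replicates A (0.072) or C (0.139) of the double mutant, and molting without replicates A of wild type (0.217) or B of the double mutant (0.310). C-type lectins did not move as a list, but *clec-67* (-3.93), *clec-65* (-1.02) and *clec-85* (-0.82) fell at adjusted p = 0.0371, 0.0397 and 0.0438, and *col-142* at 0.0150 (-1.17). *clec-67* did not pass without replicates B or C of either genotype (-3.56 to -4.17), nor did *clec-65* (-0.89 to -1.11), *clec-85* (-0.72 to -0.87) and *col-142* (-1.09 to -1.20) without any library other than replicate A of wild type.

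In *tdp-1; ceh-14*, 15 lists moved, each at adjusted p = 0.655 with an estimated correlation. Spermatogenesis (median 0.53, 54 of 60 positive, adjusted p = 8.59e-09 from camera), major sperm proteins (0.45, 21 of 29, 0.00113, 11 over the list alone), the intracellular pathogen response (0.28, 28 of 35, 0.00113), detoxification (0.19, 113 of 174, 0.0036) and neuropeptides (0.14, 59 of 84, 0.023) moved up. Down moved pqn genes (-0.37, 40 of 47 negative, 0.000244), the molting cycle (-0.41, 61 of 83, 0.000966), spermatheca, oocyte and eggshell genes (-0.35, 24 of 26, 0.00107), the gonadal sheath (-0.52, 12 of 15, 0.00273), ABC transporters (-0.21, 41 of 54, 0.00322), genes of neurons that use *ceh-14* (-0.29, 21 of 25, 0.00602), heat shock (-0.24, 20 of 23, 0.00642), the germline (-0.19, 23 of 30, 0.007) and pan-neuronal genes (-0.18, 15 of 20, 0.0321). Leaving out replicate C of the double mutant ended the calls of ABC transporters (0.392), sperm proteins (0.074), oocyte (0.0862), germline (0.224), neuropeptides (0.221), pan-neuronal (0.328), detoxification (0.130) and pqn genes (0.0733). Replicate A of wild type ended germline (0.0619), *ceh-14* neurons (0.0652), pan-neuronal (0.194) and heat shock (0.145), replicate B of wild type molting (0.0855), and replicate C of wild type neuropeptides (0.238). Replicate A of the double mutant ended neuropeptides (0.187) and heat shock (0.0637), and its replicate B pan-neuronal genes (0.063). With the block, cuticle collagens passed as well (0.0262, down), and over all genes 11 sperm protein, 10 spermatogenesis, 11 detoxification, 8 lectin, 7 innate immune, 5 pathogen response and 5 collagen genes rose and 13 innate immune, 7 collagen, 5 lectin, 5 pqn, 4 molting and 4 detoxification genes fell. C-type lectins, yolk proteins, muscle, pharynx, lipid metabolism and male tail and seminal genes moved in none of the 5 mutants without the block, with adjusted p from 0.0513 (yolk proteins in *fust-1; ceh-14*) upward.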
